# The PWWP2A Histone Deacetylase Complex Represses Intragenic Spurious Transcription Initiation in mESCs

**DOI:** 10.1016/j.isci.2020.101741

**Published:** 2020-10-29

**Authors:** Guifeng Wei, Neil Brockdorff, Tianyi Zhang

**Keywords:** Molecular Biology, Molecular Mechanism of Gene Regulation, Stem Cells Research

## Abstract

Transcriptional fidelity depends on accurate promoter selection and initiation from the correct sites. In yeast, H3K36me3-mediated recruitment of the Rpd3S HDAC complex to gene bodies suppresses spurious transcription initiation. Here we describe an equivalent pathway in metazoans. PWWP2A/B is an H3K36me3 reader that forms a stable complex with HDAC1/2. We used CAGE-seq to profile all transcription initiation sites in wild-type mESCs and cells lacking PWWP2A/B. Loss of PWWP2A/B enhances spurious initiation from intragenic sites present in wild-type mESCs, and this effect is associated with increased levels of initiating Pol-II and histone acetylation. Spurious initiation events in *Pwwp2a/b* DKO mESCs do not overlap in genomic location or chromatin features with spurious sites that arise in *Dnmt3b* KO mESCs, previously reported to function in the suppression of intragenic transcriptional initiation, suggesting these pathways function cooperatively in maintaining the fidelity of transcription initiation in metazoans.

## Highlights

• Loss of PWWP2A/B leads to increased levels of spurious transcription initiation
• Spurious TSS sites are predominantly in the gene bodies of highly expressed genes
• Spurious sites are marked with increased histone acetylation and initiating Pol II
• PWWP2-spurious TSSs are distinct from those caused by DNMT3B loss

## Introduction

Trimethylation of lysine 36 on histone H3 (H3K36me3) is a highly conserved posttranslational histone modification in eukaryotic organisms and is enriched over the bodies of actively transcribed genes (Bannister et al., 2005). H3K36me3 is recognized by the PWWP domain, a motif that is present in many chromatin-modifying complexes (Dhayalan et al., 2010; Qin and Min, 2014; Tian et al., 2019; van Nuland et al., 2013; Wen et al., 2014; Xu et al., 2008). These readers are involved in a variety of biological processes, including intragenic DNA methylation, transcription elongation, DNA repair, alternative splicing, and repression of spurious transcription initiation (as reviewed in Huang and Zhu, 2018; Wagner and Carpenter, 2012). Furthermore, deregulation of H3K36 methylation and mutations of associated factors are linked to developmental disorders and cancers (as reviewed in Li et al., 2019; Zaghi et al., 2019).

Studies in yeast and mammalian cells have found that H3K36me3 is important for maintaining transcriptional fidelity through repression of spurious transcription initiation from within coding regions. Mechanistically, H3K36me3-mediated recruitment of effectors from two different epigenetic pathways, DNA methylation and histone deacetylation, has been linked to the suppression of spurious intragenic transcription initiation in actively transcribed genes. Human cancer cells treated with inhibitors against DNA methyltransferases and histone deacetylases show elevated levels of spurious transcription initiation (Brocks et al., 2017). Loss of the H3K36me3-binding DNA methyltransferase DNMT3B in mouse embryonic stem cells (mESCs) leads to increased spurious transcription initiation (Neri et al., 2017). In *Saccharomyces cerevisiae*, H3K36me3 recruits the Rpd3S HDAC complex to deacetylate histones across coding regions to repress spurious transcription initiation (Carrozza et al., 2005; Joshi and Struhl, 2005; Keogh et al., 2005), but mammalian equivalents of this pathway remained uncharacterized. In this study, we uncover a newly described PWWP2A/B-HDAC complex in mammalian cells that suppresses transcription initiation from the gene bodies of actively transcribed genes.

Recently, we and others have identified a variant nucleosome remodeling and deacetylase (NuRD) complex, in which the histone deacetylase subunits of NuRD (MTA1/2/3,HDAC1/2, RBBP4/7) form a highly stable and stoichiometric complex with the H3K36me3-reader PWWP2A and its paralog PWWP2B (Figure 1A) (Link et al., 2018; Zhang et al., 2018). In this complex, PWWP2A/B, MTA1/2/3, and HDAC1/2 are present at a stoichiometry of 2:2:2 with PWWP2A/B being mutually exclusive with the canonical NuRD subunits MBD2/3 and CHD3/4 (Figure 1A). Although the NuRD complex has been found to play a role in cellular differentiation and cell type commitment through regulation of pluripotency and cellular reprogramming (Luo et al., 2013; Mor et al., 2018; Reynolds et al., 2012), the role of the PWWP2-HDAC complex is still not well understood. Unlike the NuRD complex subunits MBD3 and CHD4, which are enriched at active enhancers and promoters (Bornelov et al., 2018; Shimbo et al., 2013), the PWWP2A variant NuRD complex is targeted to gene bodies. We previously showed that the PWWP2A localizes to gene bodies through binding to H3K36me3 via its C-terminal PWWP domain, where it regulates histone acetylation levels at highly transcribed genes (Zhang et al., 2018). Given that this novel HDAC complex was targeted to H3K36me3, we wondered whether the PWWP2-HDAC complex could fulfill the same function as the yeast Rpd3S HDAC complex in protecting against spurious transcription initiation. Cap analysis of gene expression (CAGE-seq) (Takahashi et al., 2012), a method widely applied to capture transcription initiation events (Andersson et al., 2014; Brocks et al., 2017; Fort et al., 2014), allowed us to precisely map and quantify all sites of transcription initiation at canonical promoters and spurious sites genome-wide in wild-type and *Pwwp2a/b* double knockout (DKO) mouse embryonic stem cells (mESCs). We used mESCs deleted for both PWWP2A and PWWP2B as our previous biochemical characterized showed these two paralogs can coexist in the same complex. Absence of PWWP2A/B in mESCs leads to increased levels of spurious transcription initiation particularly over the gene bodies of highly expressed genes. The profile of spurious initiation events upon PWWP2A/B depletion in mESCs contrasts with that in *Dnmt3b* knockout (KO) cells, suggesting that, although both gene body DNA methylation and histone deacetylation function downstream of H3K36me3 signaling, they have distinct roles in the suppression of spurious transcription initiation.

**Figure 1:**
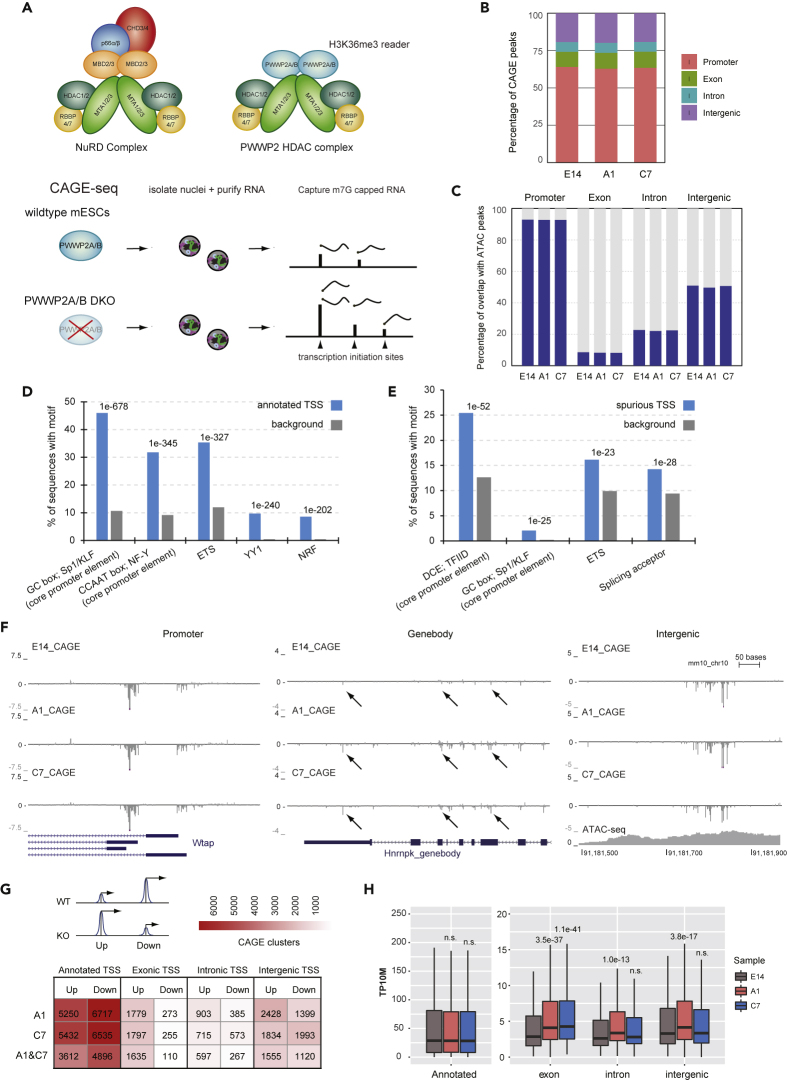
Loss of PWWP2A/B Leads to Increased Levels of intragenic Spurious Transcription Initiation in mESCs (A) Comparison of the NuRD and PWWP2A/B HDAC complex, which contains the H3K36me3-binding PWWP2A/B protein bound to the MTA1/2/3:HDAC1/2:RBBP4/7 HDAC subcomplex (top). Schematic of nuclear RNA CAGE-seq from wild-type E14 and *Pwwp2a/b* DKO mESCs (bottom). (B) The percentage of consensus TSS detected by CAGE-seq in wild-type E14 and *Pwwp2a/b* DKO clones A1 and C7 classified into four groups: annotated promoter, exonic, intronic, or intergenic TSS. See also Table S1. (C) The percentage of CAGE-seq TSSs in each group (annotated promoter, exon, intron, intergenic) that overlap with ATAC-seq peaks for wild-type E14 and *Pwwp2a/b* DKO lines A1 and C7. See also Figure S1. (D) Annotated promoter TSSs (blue bars) detected by CAGE in mESCs are enriched in core promoter elements (GC box, CCAAT box) and in transcription factor motifs commonly found at promoters (ETS, YY1, NRF) compared with randomly generated background sequences (gray bars). The top five most abundant and significant motifs found using Homer are shown with the significance value. (E) Spurious TSSs (blue bars) from wild-type E14 mESCs are slightly enriched in core promoter elements (DCE, GC box) and transcription factor (ETS) sequences compared with randomly generated background sequences (gray bars). The top four most significant motifs found using Homer are shown with the significance value. (F) UCSC genome browser view of the CAGE signal across several sites. Left: CAGE captures TSSs of different isoforms of the *Wtap* gene. Middle: transcription initiation peaks detected in the gene body of the *HnrnpK* gene where arrows indicate increased spurious transcription initiation events in *Pwwp2a/b* DKO lines. Right: intergenic transcription initiation event that overlaps with a region of high chromatin accessibility, possibly an enhancer. See also Figure S2. (G) CAGE-seq expression level heatmap for annotated promoter, exonic, intronic, and intergenic TSSs divided into two groups based on behavior: Up (increased CAGE expression in *Pwwp2a/b* DKO compared with wild-type) and Down (decreased CAGE expression in *Pwwp2a/b* DKO compared with wild-type). More spurious exonic and intronic TSSs go Up than Down in *Pwwp2a/b* DKO cells. The bottom row shows the common events shared between the two clones. (H) CAGE expression for annotated promoter, exonic, intronic, and intergenic TSSs in wild-type E14 and *Pwwp2a/b* DKO lines calculated using the CAGEr package in tags per 10 million (TP10M). The p values between wild-type E14 and DKO lines were calculated using the two-sided Mann-Whitney test. The exonic TSSs shows significantly more transcription initiation in the *Pwwp2a/b* DKO lines.

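At Wtap, on the minus strand of chromosome 17 of mm10 from 12966796 to 12994169, 4 tag clusters lay at annotated promoters in E14 and C7 and 5 in A1. The widest, from 12992177 to 12992262, had its dominant TSS at 12992210 in E14 and A1 and at 12992207 in C7. A second, from 12992489 to 12992546, had its dominant TSS at 12992516 in all 3 lines. No exonic or intronic cluster was present at the gene in any line.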

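Hnrnpk lies on the minus strand of chromosome 13 of mm10 from 58391142 to 58403343. All 3 lines had the same 9 clusters at annotated promoters, 2 exonic clusters and 1 intronic cluster, so the lines did not differ there in the presence of clusters. With a promoter window of 100 bp, 7 clusters of the gene were exonic or intronic in each line, and with 1000 bp only 1. The exonic cluster from 58399959 to 58399960 lies in coding sequence, in exon 3 of 16 of a coding transcript, and its dominant TSS was at 58399960. The transcript reads TGCAGAAGATATGGAAGAGG before the TSS and AGCAAGCCTTTAAAAGATCTA from it onwards. At the overlapping site the paper's Table S2 gives 2.23 TP10M (the paper's unit of normalized tags) in E14, 2.45 in A1 and 5.36 in C7. The copy of that list used here holds 1999 of the paper's 2146 sites. It holds only sites that the paper called Up in both DKO clones, so a rise at a listed site is given by its selection. The other exonic cluster, from 58391937 to 58391939, lies in the 3' UTR, where the paper's values are 3.05, 6.10 and 8.35 TP10M. The cluster from 58394652 to 58394660, within 500 bp of an annotated transcript start inside the gene and so counted as a promoter here, also overlaps a site of that list.

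**Figure D1:**
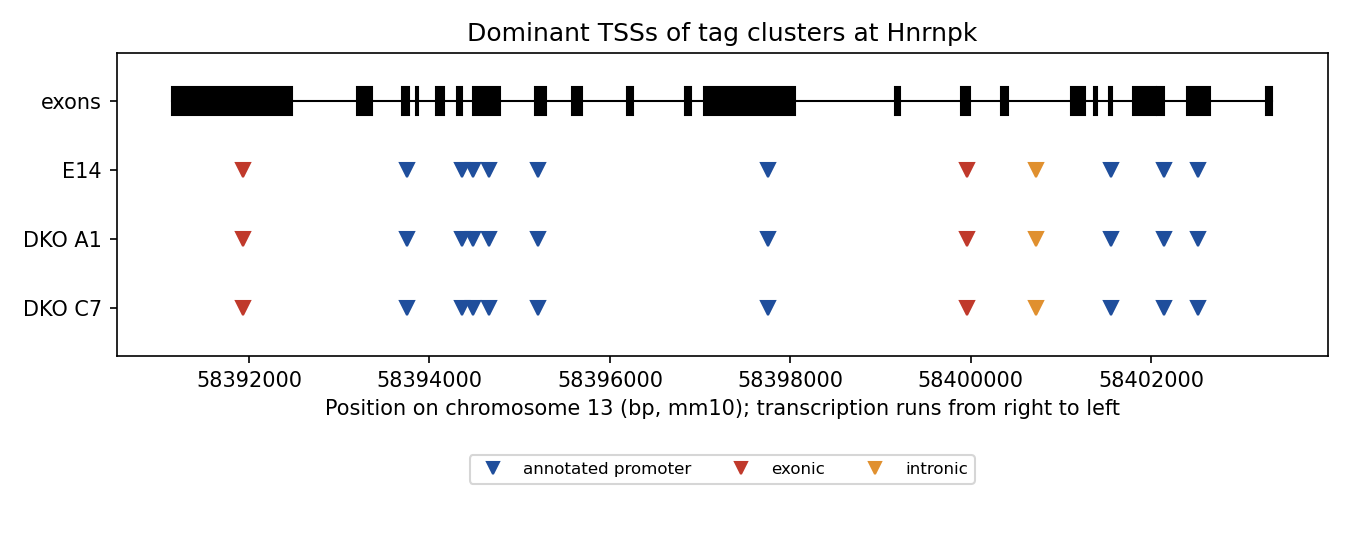
Map of Hnrnpk on chromosome 13 (x axis, bp, mm10) with the merged exons of its coding transcripts and the dominant TSS of each tag cluster in E14, DKO A1 and DKO C7, coloured by category. The triangles mark presence, not signal, and the 3 lines have the same clusters.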

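The cluster at the intergenic site lies on the minus strand of chromosome 10 of mm10 from 91181646 to 91181760 and was present in all 3 lines, with its dominant TSS at 91181733 in E14 and A1 and at 91181730 in C7. Its interquantile width was 74 bp in each. In GENCODE release M21 this TSS is within 500 bp of an annotated transcript start on the same strand, so it was counted here as an annotated promoter.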

## Results

### Loss of PWWP2A/B in mESCs Results in Increase Spurious Transcription Initiation within Intragenic Sites

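CAGE-seq maps transcription start sites by capturing the 7-methylguanosine cap of RNA and sequencing the 5' ends of the cDNA made from it. Nuclear RNA from 3 E14 libraries (wild-type mouse embryonic stem cells), 2 libraries of Pwwp2a/b DKO clone A1 and 3 libraries of DKO clone C7 was used. The paper's Table S1 lists from 13143564 to 31269186 uniquely mapped reads per library. The 3 E14 libraries had a median of 22248879 and a sum of 73131612 uniquely mapped reads. The A1 libraries had 18625580 and 16401986, a sum of 35027566. The C7 libraries had a median of 17524853 and a sum of 55407033. The E14 set was therefore the most deeply sequenced of the 3 and the A1 set the least. The authors mapped the reads to mm10 with STAR, kept unique alignments, merged the replicates of each line and called tag clusters with CAGEr, that is, runs of nearby start sites on 1 strand. The deposited clusters give, for each line, the start and end of each cluster, its dominant TSS and its interquantile region, which spans quantiles 0.1 to 0.9 of the signal. They hold no expression value and no separate replicates, so counts of clusters per line have no replicate error, and Up and Down sites were not called here. Each cluster was assigned by its dominant TSS with GENCODE release M21 on the same mouse assembly (the paper used release M22). It was called an annotated promoter within 500 bp of a transcript start on the same strand, and otherwise exonic, intronic or intergenic in that order. Clusters of 2 lines were counted as shared if they overlapped by at least 1 bp on the same strand. The promoter window, the strand rule and the overlap rule could change the counts.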

To investigate the role of the PWWP2A/B HDAC complex in spurious transcription initiation, we performed CAGE-seq in wild-type mESCs and two previously characterized *Pwwp2a/b* DKO mESC lines (clones A1 and C7) (Zhang et al., 2018). CAGE-seq using the nuclear RNA fraction as input was performed in triplicate for wild-type and *Pwwp2a/b* DKO C7 and in duplicate for DKO A1 (Figure 1A), and the biological replicates were merged owing to high reproducibility (Figure S1A). On average, each CAGE-seq library generated more than 20 million mapped reads (Table S1). 

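The deposited tag clusters numbered 32857 in E14, 33005 in DKO clone A1 and 32870 in DKO clone C7. In E14, 16522 clusters lay on the plus strand and 16335 on the minus strand. A1, with the fewest reads, had the most clusters. Merging the clusters of the 3 lines wherever they lay within 20 bp on the same strand gave 33324 consensus clusters with a median width of 16 bp. Merging within 100 bp lowered this number most, to 26973. These counts apply no minimum expression to the clusters.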

The high sequencing depth allowed us to capture thousands of transcription initiation events (19134 CAGE peaks/clusters) in mESCs corresponding to annotated transcription initiation sites, spurious initiation sites, and transcription from enhancers. CAGE peaks were categorized as annotated promoter, intragenic (exonic and intronic), or intergenic TSSs (see Transparent Methods). 

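In E14, 19872 tag clusters (60.5%, 95% Wilson interval 60.0% to 61.0%) had their dominant TSS at an annotated promoter. Exonic clusters numbered 4260 (13.0%), intronic clusters 3045 (9.27%) and intergenic clusters 5680 (17.3%). The promoter share was 60.2% in DKO clone A1 and 60.5% in clone C7, and the intervals of the 3 lines overlapped. Such intervals cover counting error only. The promoter window moved the E14 share most, to 49.6% with a window of 100 bp. By reads, calculated from the paper's Table S1, 73.2% ± 0.246 (SD, n = 3) of the uniquely mapped E14 reads and 73.1% ± 1.44 (SD, n = 5) of the DKO reads fell in promoters. That difference was smaller than either SD, and a two-sided exact permutation test of the means gave p = 1. The clones lay on either side of E14, with means of 71.9% in A1 (n = 2) and 74.0% in C7 (n = 3). The pooled mean averages these shifts, so the p does not show that neither clone differed.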

Although the majority (∼73%) of the reads and the consensus CAGE peaks (∼63%) corresponded to GENCODE annotated promoter-TSSs (Table S1 and Figure 1B), we detected thousands of initiation events (37% of CAGE peaks) that mapped to exonic, intronic, and intergenic regions (Figure 1B) in the wild-type and DKO mESCs.

To distinguish between spurious transcription initiation events and enhancers (eRNAs), all CAGE peaks were compared with ATAC-seq and H3K27ac ChIP-seq peaks, which mark active promoters and enhancers. As expected, the majority of annotated promoter CAGE peaks overlapped with regions of high chromatin accessibility as assayed by ATAC-seq and H3K27ac (Figures 1C and S1B). Approximately half of intergenic CAGE peaks overlapped with ATAC-seq peaks suggesting that these transcripts may correspond to eRNA production at enhancers (Figure 1C) (Andersson et al., 2014). The majority of exonic and intronic CAGE peaks did not overlap with enhancers (ATAC-seq and H3K27ac peaks) (Figures 1C and S1B) suggesting that the majority of intragenic TSSs are spurious transcription initiation events and not eRNAs.

We next examined the underlying sequence features of annotated promoter-TSSs and non-annotated spurious TSSs detected in wild-type E14 cells. As expected, canonical annotated promoter-TSSs are enriched in common core promoter elements (GC box, CCAAT box) and TF motifs commonly found at promoters (ETS, YY1, NRF) (Figure 1D). Spurious TSSs are less enriched for fewer common core promoter elements but still contain promoter-related motifs (DCE, GC box, ETS) compared with background (Figure 1E). CAGE peaks corresponding to spurious TSSs also tend to be much narrower than peaks at annotated promoter-TSSs (Figure S1C). These results suggest that by CAGE the majority of detectable peaks come from canonical eukaryotic promoters, but thousands of spurious transcription initiation events still arise from weak cryptic promoters even in wild-type mESCs.

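The interquantile width of annotated promoter clusters had a median of 20 bp in E14 (quartiles 7 and 37 bp). Exonic clusters had a median of 3 bp (quartiles 2 and 15 bp), intronic clusters 3 bp (quartiles 2 and 11 bp) and intergenic clusters 6 bp. A width of at most 10 bp was found for 33.4% of promoter clusters, 68.1% of exonic clusters and 72.4% of intronic clusters. The promoter median exceeded the exonic and intronic medians on 20 of 20 chromosomes (1 to 19 and X) in each of the 3 lines. Clusters within a line are not replicates, so no p value was calculated. The 3 lines share most of their clusters, so they are not independent checks of this order. No signal value was available, so widths were not compared between clusters of like signal. The exonic median moved most when clusters with an interquantile width under 3 bp were left out, to 12 bp against 23 bp at promoters. All exonic and intronic clusters were measured here, not the subset that the paper calls spurious.

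**Figure D2:**
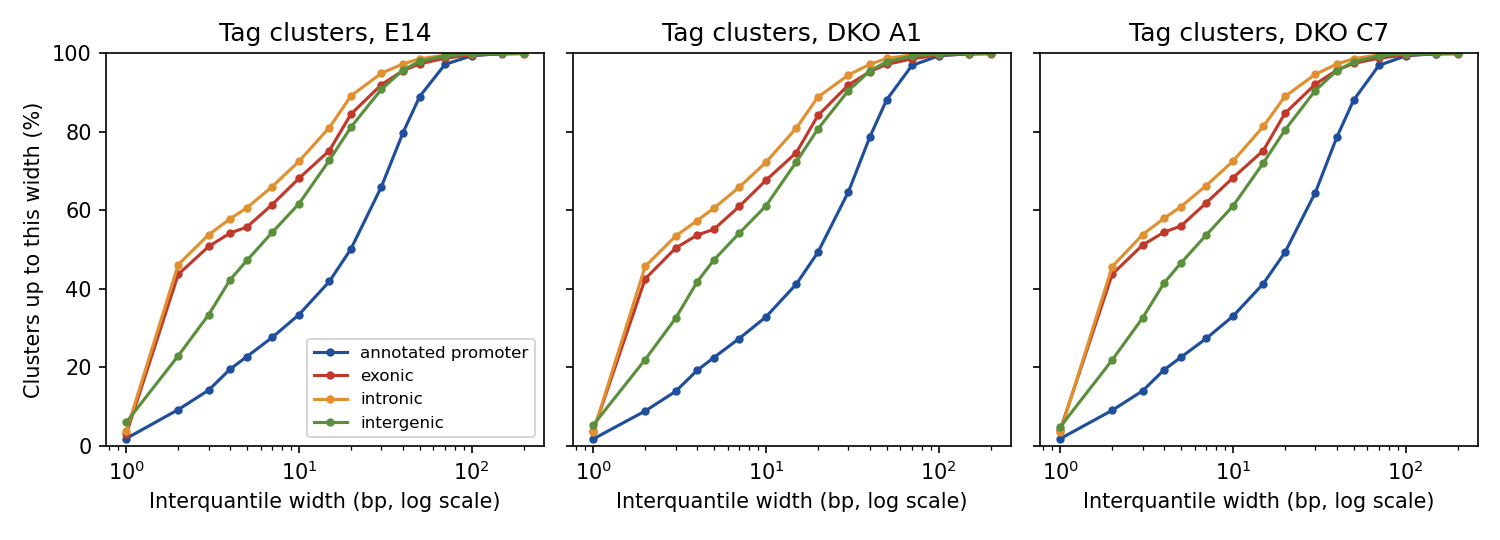
Cumulative share of tag clusters (y axis, %) up to each interquantile width (x axis, bp, log scale) in E14 and DKO clones A1 and C7, with 1 line per genomic category. At 10 bp the E14 curves stand at 33.4% for annotated promoters and 68.1% for exons.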

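In E14, 7305 tag clusters (22.2%) were exonic or intronic. Of the exonic clusters, 2784 (65.4%) had their dominant TSS in coding sequence, 1013 (23.8%) in a 3' UTR, 94 in a 5' UTR and 369 in an exon of a noncoding transcript. The 5 genes with the most exonic clusters in E14 were Mki67 with 52, Tet1 with 48, Akap12 with 43, Ankrd11 with 36 and Srrm2 with 28. Mki67 lies on chromosome 7 of mm10 from 135689784 to 135716361 on the minus strand, and Tet1 on chromosome 10 from 62804570 to 62908996 on the minus strand. From the promoter-like motifs and narrow peaks, the paper proposes that spurious initiation arises from weak cryptic promoters.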

To determine the effect of PWWP2A/B deletion in mESCs, we intersected all CAGE peaks from wild-type E14 with those from the DKO clones. 

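Of the E14 tag clusters, 32624 (99.3%, 95% Wilson interval 99.2% to 99.4%) overlapped a cluster of DKO clone A1 and 32611 (99.3%, 99.2% to 99.3%) a cluster of clone C7. Between the clones, 98.8% of A1 clusters overlapped a C7 cluster. Clusters with the same start and end in all 3 lines made up 31968 of the 32454 E14 clusters found in all 3 lines. Bounds set on the 3 lines together would give such identity, and the high overlap would then be partly built in. Requiring the same dominant TSS lowered the shared share most, to 75.7% in A1 and 78.3% in C7. The clusters absent from E14 but present in both clones numbered 148, and the clusters of E14 alone 76. A1 alone had 217 clusters and C7 alone 107.

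**Figure D3:**
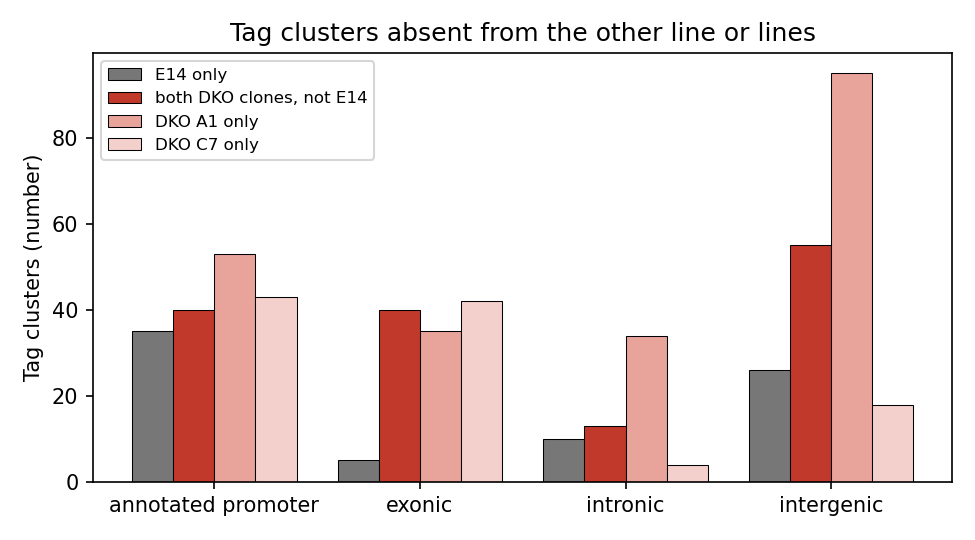
Number of tag clusters (y axis) of E14 only, of both DKO clones but not E14, of DKO A1 only and of DKO C7 only, by genomic category (x axis). The bars are counts of merged sets without replicates, and the highest is that of A1-only intergenic clusters, at 95.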

The vast majority of CAGE peaks in wild-type and *Pwwp2a/b* DKO mESCs show extensive overlap (Figures 1F, S1D, and S1E), suggesting that PWWP2A/B loss does not have a significant impact on the number of transcription initiation sites in the genome. We next performed differential expression analysis to determine whether PWWP2A/B deletion would upregulate transcription initiation from existing spurious sites. TSS peaks that increase in expression in *Pwwp2a/b* DKO cells compared with wild-type are identified as “Up,” and peaks that decrease are “Down,” and we observed many intragenic TSSs being upregulated or induced in mESCs lacking PWWP2A/B. At intragenic TSSs, the number of Up sites is 14.8 and 2.2 times more than the number of Down sites for exonic and intronic TSSs, respectively (Figures 1G and Table S2). In particular, exonic TSSs show increased levels of spurious transcription initiation upon PWWP2A/B loss compared with wild-type mESCs (Figures 1F–1H and S2). 

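By presence or absence, 40 exonic tag clusters were found in both DKO clones and not in E14, against 5 in E14 alone. Clone A1 alone had 35 exonic clusters and clone C7 alone 42. In each of these groups the exonic clusters had a median width of 1 bp, against 4 bp for exonic clusters of all 3 lines. Without signal values, how near such narrow clusters lay to the limit of detection could not be seen. At introns, 13 clusters were found in both clones only and 10 in E14 only. These merged sets have no replicates, and the E14 set was read more deeply than either clone. Replicates could be compared by the exonic share of uniquely mapped reads, calculated per library from the counts in the paper's Table S1, a comparison chosen after the files had been seen. It was 5.35%, 5.09% and 5.78% in the E14 libraries, 5.87% and 5.63% in the A1 libraries and 5.78%, 6.15% and 5.88% in the C7 libraries. The mean was 5.41% ± 0.346 (SD, n = 3) in E14 and 5.86% ± 0.190 (SD, n = 5) in the DKO libraries. The difference of 0.455 percentage points had a p above 0.05 in a two-sided exact permutation test (p = 0.0714, which doubles the smaller tail, or 0.286 after Benjamini-Hochberg adjustment over the 4 categories). Counted by absolute size, 2 of the 56 splits of the libraries gave a difference as large, a two-sided exact permutation p of 0.0357, so that whether the unadjusted p passes 0.05 depends on how the 2 sides are counted. The doubled test allows no p below 0.0357. Its units are libraries, although they come from 1 E14 line and 2 DKO clones. Libraries of 1 clone are not independent for genotype, so these p-values cannot tell genotype from differences between lines. Of the 5 DKO libraries, 4 lay above all 3 E14 libraries, but C7 replicate 1 exceeded E14 replicate 3 by less than the rounding of these shares. Without E14 replicate 2 the difference was 0.297 percentage points. The intronic share was 10.7% ± 0.350 (SD, n = 3) in E14 and 10.3% ± 0.823 (SD, n = 5) in the DKO libraries (exact permutation test, p = 0.393), with means of 11.0% in A1 and 9.80% in C7. From the expression of peaks in each line, which was not analysed here, the paper concludes that exonic TSSs initiate more in the absence of PWWP2A/B.

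**Figure D4:**
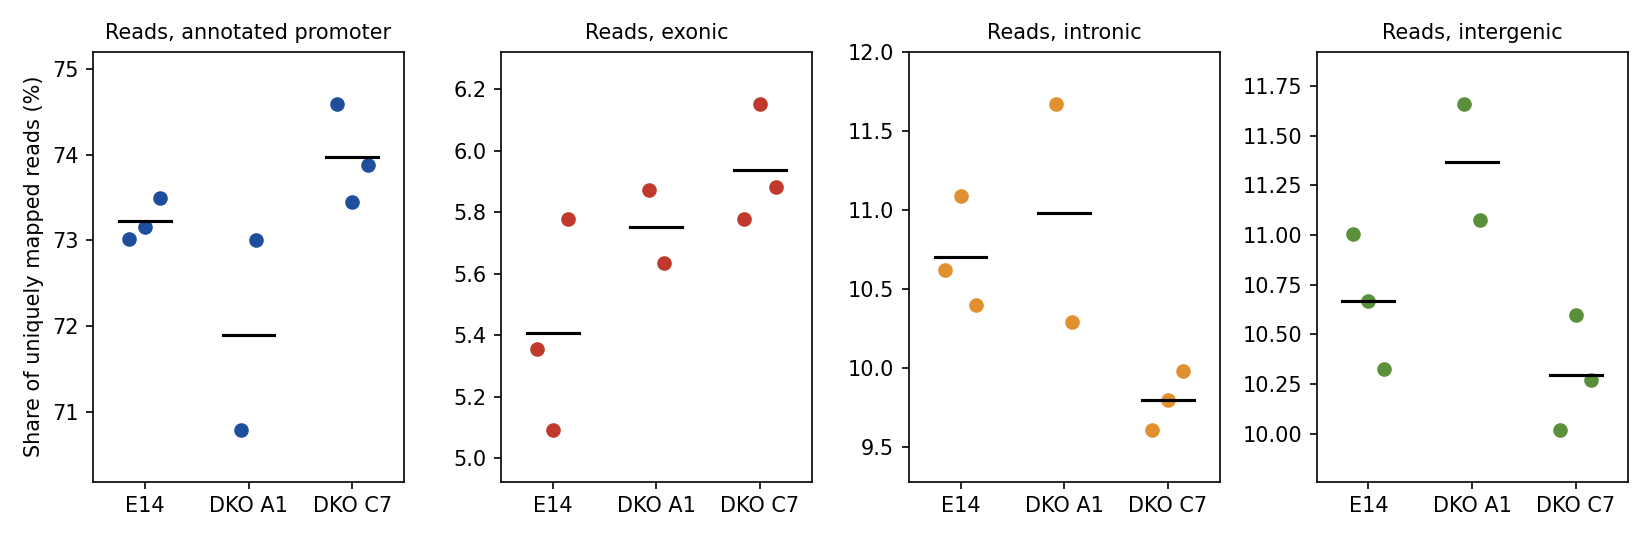
Share of uniquely mapped reads (y axis, %) in each genomic category, from the counts in the paper's Table S1. Points are libraries, horizontal bars are means of E14 (n = 3), DKO A1 (n = 2) and DKO C7 (n = 3), and the y axes do not start at 0. In the exonic panel the highest E14 library, at 5.78%, lies above the lowest DKO library, at 5.63%.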

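At annotated promoters, 40 tag clusters were present in both DKO clones and absent from E14, and 35 were present in E14 alone. At intergenic sites these numbers were 55 and 26. The intergenic excess was not shared by the clones taken 1 at a time. Against A1 alone, 150 intergenic clusters were gained and 75 lost, whereas against C7 alone 73 were gained and 99 lost. The intergenic share of uniquely mapped reads, from the paper's Table S1, was 10.7% ± 0.341 (SD, n = 3) in E14 and 10.7% ± 0.656 (SD, n = 5) in the DKO libraries. The difference was smaller than either SD, and a two-sided exact permutation test of the means gave p = 0.964. The mean intergenic share was 11.4% in A1 (n = 2) and 10.3% in C7 (n = 3), on either side of E14. The pooled DKO mean averages these shifts, so this p does not show that neither clone differed.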

Annotated TSS and intergenic TSS peaks did not show a skewed sensitivity to PWWP2A/B loss, with similar numbers of peaks increasing or decreasing in the level of transcription initiation (Figure 1G).

### Spurious Sites Sensitive to PWWP2A/B Depletion Are Enriched at Intragenic Regions of Highly Expressed Genes

To further study the role of PWWP2A/B in regulating intragenic spurious initiation, we defined the subset of CAGE-seq peaks most sensitive to PWWP2A/B depletion. We removed intragenic TSS events that intersected with H3K27ac and ATAC-seq peaks, which may represent eRNAs, and classified the remaining 2,146 intragenic Up TSSs in both DKO clones as PWWP2-sensitive spurious TSSs (Figure 2A and Table S2). Owing to good correlation between the two clones A1 and C7 (Figures 2B and S3A), all downstream analysis was averaged for the two *Pwwp2a/b* DKO clones.

**Figure 2:**
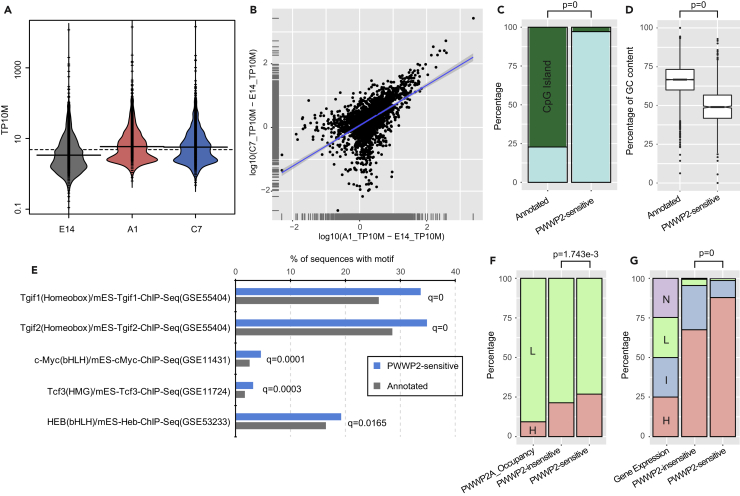
Intragenic Spurious Transcription Initiation Sites Arise Predominantly from Highly Expressed Genes (A) Transcription initiation expression value (TP10M) of all intragenic PWWP2-sensitive spurious initiation sites (Up events n = 2,146) in E14 and *Pwwp2a/b* DKO lines. See also Table S2. (B) Scatterplot shows the correlation of PWWP2-sensitive spurious TSSs detected in *Pwwp2a/b* DKO lines A1 and C7. See also Figure S3. (C) Percentage of annotated TSSs and PWWP2-sensitive spurious TSSs (n = 2,146) that intersect (dark green) or do not intersect (cyan) with CpG islands. The p value was calculated by a chi-square test using the frequency. (D) Boxplot of the %GC content for annotated TSSs (n = 11,043) and PWWP2-sensitive spurious TSSs (longer than 10 nt, n = 1,224). The p value was calculated using the two-sided Mann-Whitney test. (E) The top most enriched motifs in PWWP2-sensitive spurious TSS (blue bars) compared with annotated TSSs (gray bars), as detected by the Homer motif search analysis. (F) Percentage of spurious PWWP2-sensitive and PWWP2-insensitive TSSs occurring in genes with high (approximately top 10%) or low PWWP2A binding as defined by ChIP-seq (Zhang et al., 2018). (G) Percentage of spurious PWWP2-sensitive and PWWP2-insensitive TSSs arising from genes with High, Intermediate, Low, or No expression (obtained by sorting all genes by expression level in wild-type E14 mESCs and dividing into four equal groups). A majority of spurious events (both PWWP2-sensitive and insensitive) occur from highly expressed gene group, which a greater fraction of PWWP2-sensitive spurious TSS residing in the most highly expressed group. The p value was calculated by chi-square test using the frequency. See also Figure S4.

As discussed previously, motif analysis of the CAGE peaks for annotated and spurious TSSs in mESCs revealed that spurious TSSs are far less enriched for core promoter sequence motifs compared with annotated promoter-TSSs (Figures 1D and 1E). Furthermore, the majority (approximately 75%) of annotated promoter-TSSs overlapped with CpG islands and have high GC content (Figures 2C and 2D), whereas PWWP2-sensitive intragenic spurious transcription initiation peaks rarely overlap with CpG islands and are not GC-rich (Figures 2C and 2D). Lack of strong canonical promoter-like characteristics at spurious TSSs may explain the weaker transcription initiation capacity from these spurious intragenic cryptic promoter sites. Motif analysis comparing PWWP2-sensitive TSSs against annotated TSSs revealed that transcriptional repressors Tgif1/2 are significantly enriched at the flanking regions of PWWP2-sensitive spurious TSS in mESCs (Figure 2E) (Lee et al., 2015) and may suggest these cryptic promoters could be actively bound and repressed.

We next sought to characterize what type of genes were susceptible to PWWP2-sensitive spurious initiation. Gene ontology enrichment analysis revealed that genes harboring PWWP2-sensitive spurious TSSs are from a variety of biological pathways (Figure S4). Several RNA processing and surveillance pathways are also enriched, including RNA splicing, translation, and RNA nonsense-mediated decay (Figure S4). Previously we identified all genes bound by PWWP2A by ChIP-seq and classified them as being highly (9.4%) or lowly (90.6%) bound (Zhang et al., 2018). High-occupancy genes are more enriched for H3K36me3 than low-occupancy genes (Figure S3B). Here we see that all genes harboring intragenic spurious initiation sites are PWWP2A bound to some degree in mESCs, with a slightly greater proportion of PWWP2-sensitive spurious initiation events arising from high PWWP2A-occupied genes (Figure 2F). Strikingly, the greatest determinant correlated with the incidence of spurious transcription initiation is the level of gene expression, with the majority of spurious sites occurring within highly expressed genes (Figure 2G). Specifically, 88% of PWWP2A-sensitive spurious TSSs occur in the top 25% of genes ranked by expression (n = 1,108, see Transparent Methods) (Figure 2G). Together, these results indicate that PWWP2-sensitive spurious TSSs lack the underlying sequence features of canonical annotated promoters such as enrichment of many core promoter motifs, high GC and CpG island content, but contain weak promoter elements that are susceptible to spurious initiation events especially within highly expressed genes.

### Loss of PWWP2A/B and DNMT3B Have Distinct Effects on Spurious Transcription Initiation

The DNA methyltransferase DNMT3B, like PWWP2A/B, is also selectively recruited to gene bodies through binding to H3K36me3 via its PWWP domain (Rondelet et al., 2016). A prior study found that loss of DNMT3B in mESCs leads to intragenic DNA hypomethylation and increased spurious transcription initiation events (Neri et al., 2017). Given that both of these pathways are downstream of H3K36me3 and contribute to regulating the epigenetic landscape at gene bodies, we sought to determine their relationship with one another. We applied our pipeline to analyze previously published data from *Dnmt3b* KO mESCs, which was performed using DECAP-seq, an alternative to CAGE-seq for profiling sites of transcription initiation. Consistent with the published study, we found that most DECAP TSSs correspond to Gencode annotated promoters (Figure 3A). We classified all DNMT3B TSSs following the terminology used in the previous DNMT3B study—TSSs absent in wild-type but present in *Dnmt3b* KO are categorized as “On,” TSSs present in wild-type cells but lost in *Dnmt3b* KO are “Off,” upregulated TSSs in *Dnmt3b* KO are “Up,” and downregulated TSSs in *Dnmt3b* KO are “Down” (Figures 3B and Table S3). 

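Among intragenic (exonic and intronic) tag clusters, 7203 of the E14 clusters (98.6%), 97.7% of the clone A1 clusters and 98.1% of the clone C7 clusters overlapped clusters of both other lines. For exonic clusters alone the shares were 98.9% in E14, 97.8% in A1 and 97.5% in C7, and for annotated promoter clusters 99.2%, 99.3% and 99.2%. Most cluster bounds were identical in the lines, so these shares may be partly built in by bounds set on the lines together.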

Unlike in *Pwwp2a/b* DKO mESCs, where sites of spurious initiation almost perfectly overlap with wild-type but show different levels of transcription initiation, either increased (Up) or decreased (Down) (Figures 1G, S1D, and S1E), *Dnmt3b* KO mESCs showed many On and Off sites indicating that loss of DNMT3B-mediated DNA methylation led to a redistribution of spurious sites in mESCs (Figure 3B). Another distinction between the two pathways was that, *Pwwp2a/b* deletion led to preferential upregulation of intragenic spurious TSSs, whereas *Dnmt3b* deletion resulted in an equivalent number of Up and Down spurious sites.

**Figure 3:**
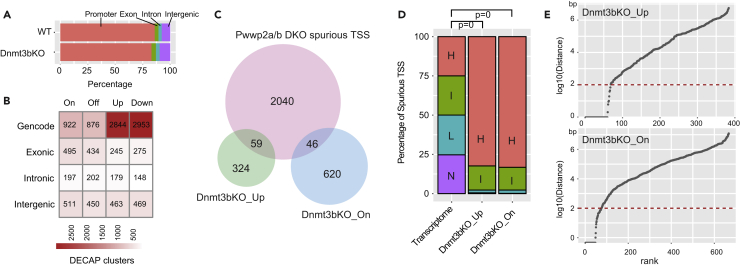
PWWP2A/B and DNMT3B Loss Have Different Effects on Spurious Transcription Initiation (A) The percentage of consensus TSSs detected by DECAP-seq in wild-type and *Dnmt3b* KO mESCs from GSE72854 categorized as annotated promoter, exonic, intronic, intergenic TSSs. (B) TSS peaks for wild-type and *Dnmt3b* KO cells categorized as Gencode annotated promoters, exonic, intronic, and intergenic TSSs and divided into four groups based on behavior: On (only present in *Dnmt3b* KO), Off (only present in wild-type), Up (upregulated in KO), and Down (downregulated in KO). See also Tables S1 and S3 and Figure S5. (C) Overlap between PWWP2-sensitive spurious TSSs (n = 2,146) and DNMT3B-sensitive spurious TSSs (On n = 666 and Up = 383). (D) Percentage of DNMT3B-sensitive spurious TSSs arising from genes with High, Intermediate, Low, or No expression (obtained by sorting all genes by expression level in wild-type E14 mESCs and dividing into four equal groups). The p values were calculated by chi-square test using the frequency. (E) Distribution of the distance in base pairs of the closest PWWP2-sensitive spurious TSS relative to every DNMT3B-sensitive TSSs (Up and On). Dashed line indicates presence of a PWWP2-sensitive TSS within 100 bp.

We next identified DNMT3B-sensitive spurious TSSs as all intragenic On and Up TSSs after removal of sites that overlapped with ATAC-seq and H3K27ac peaks. The overlap between sites (genomic positions) of PWWP2-sensitive and DNMT3B-sensitive spurious initiation is very low (Figure 3C). However, like PWWP2-sensitive sites, DNMT3B-sensitive spurious initiation also occurs predominantly at highly expressed genes (Figure 3D) and displays similar promoter width as well as CpG Island and GC content as PWWP2-sensitive spurious TSSs (Figures 2C, 2D, and S5A–S5C). Despite both DNMT3B-sensitive and PWWP2-sensitive spurious residing within highly expressed genes, there is little overlap between sites (Figure 3C) with the vast majority of DNMT3B-sensitive spurious TSS more than 100 bp away from the closest neighboring PWWP2-sensitive spurious TSS (Figure 3E).

### Transcription and Chromatin Signatures Underlying Spurious Transcription Initiation

We next explored the dynamics of Pol II binding, nascent transcription, and histone acetylation at PWWP2-sensitive and DNMT3B-sensitive spurious transcription initiation sites. Canonical transcription initiation sites are enriched for initiated RNA Polymerase II phosphorylated at serine 5 (RNA Pol II Ser5P) surrounding the TSS. Pol II Ser5P binding thus serves as an orthogonal approach to examine sites of spurious transcription initiation (Phatnani and Greenleaf, 2006). To reduce noise from neighboring peaks, only single peaks in a 2-kb window were considered for downstream analysis for both the annotated TSSs and spurious TSSs. By comparing Pol II Ser5P ChIP-seq in E14 and *Pwwp2a/b* DKO cells, we found that Pol II Ser5P signal slightly peaks just downstream of the spurious TSSs resembling annotated promoter-TSSs (Figure 4A), although at a much lower levels (Figures 4A and 4B). Pol II Ser5P levels are also increased in *Pwwp2a/b* DKO when compared with E14 cells (Figure 4B). These intragenic spurious initiation sites also showed a local increase of nascent RNA transcription compared with background as detected by 4sU nascent RNA-seq in wild-type E14 and *Pwwp2a/b* DKO lines (Figure 4B). In contrast to annotated TSSs, which display a strong asymmetric pattern around the peak indicative of a bias toward the sense direction and weak antisense transcription, the nascent RNA transcription around spurious transcription initiation sites is more balanced around the peak suggesting that the transcription driven by spurious TSSs is weakly expressed bidirectionally or may not produce long RNA products (Figure 4B).

**Figure 4:**
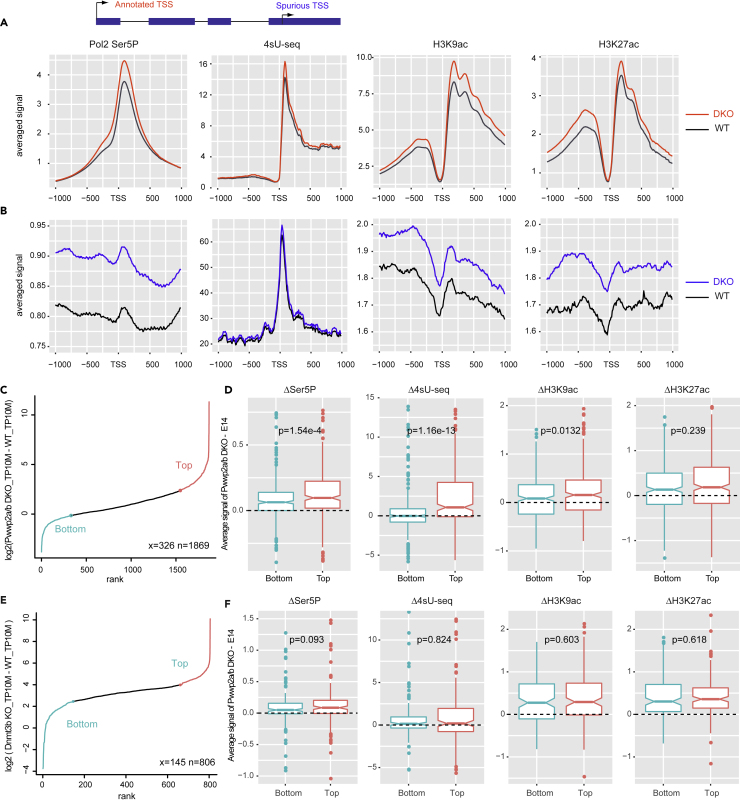
Elevated RNAPII and Histone Acetylation at Spurious Transcription Initiation Sites in *Pwwp2a/b* DKO mESCs (A) Metagene profiles of RNA Pol II Ser5P, 4sU-nascent transcription, H3K9ac, and H3K27ac at annotated TSSs ± 1 kb (n = 8,164) of wild-type and *Pwwp2a/b* DKO mESCs. (B) Metagene profiles RNA Pol II Ser5P, 4sU-nascent transcription, H3K9ac, and H3K27ac at the PWWP2-sensitive spurious TSSs ± 1 kb. Only TSSs that are 2 kb away from each other were considered (n = 1,869). (C) PWWP2-sensitive spurious TSSs ranked by the level of upregulation in *Pwwp2a/b* DKO compared with wild-type. Only sites 2 kb away from each other were considered (n = 1,869). Bottom group: spurious sites that show small increase in CAGE expression upon PWWP2A/B loss (cyan). Top group: spurious sites that show large increase in CAGE expression upon PWWP2A/B loss (red). (Top and Bottom group: x = 326). (D) Boxplots of the distribution of relative differences of the Top and Bottom PWWP2-sensitive spurious sites with respect to the level of Pol II Ser5P, nascent transcription, H3K9ac and H3K27ac. p Values were calculated and using the two-sided Mann-Whitney test between *Pwwp2a/B* DKO and wild-type E14 mESCs. (E) DNMT3B-sensitive spurious TSSs ranked by the level of upregulation in *Dnmt3b* KO compared with wild-type. Only TSSs 2 kb away from annotated TSS and 100 bp away from PWWP2-sensitive TSSs were considered (n = 806). Red and cyan indicate top (most sensitive) and bottom group (least sensitive) sites, respectively (x = 145, the same proportion as in C). (F) Boxplots of the distribution of relative differences between *Pwwp2a/b* DKO and E14 for Top and Bottom groups DNMT3B-spurious sites from (E) with respect to the level of Pol II Ser5P, nascent transcription, H3K9ac and H3K27ac. p Values were calculated and using the two-sided Mann-Whitney test *Pwwp2a/B* DKO and wild-type E14 mESCs. See also Figure S6.

Acetylation of H3K27 and H3K9 is enriched at active genes, peaking around the TSS. Previously we showed that loss of PWWP2A/B HDAC complex leads to increased histone acetylation at active gene promoters and gene bodies (Zhang et al., 2018). We assessed the pattern of H3K27ac and H3K9ac at PWWP2-sensitive spurious TSSs defined in this study and found the signature resembles that of annotated TSSs, with a trough at the spurious TSS and peaks at the +1 and −1 nucleosome positions (Figures 4A and 4B). Spurious TSSs show increased acetylation levels in *Pwwp2a/b* DKO cells compared with wild-type mESCs (Figures 4B and S6B). We calculated the difference in RNA Pol II Ser5P, 4SU-seq, H3K9ac, and H3K27ac levels between *Pwwp2a/b* DKO and wild-type E14 and found all of them to be enriched around the spurious TSSs in the DKO (Figures S6A and S6B).

We divided the PWWP2-sensitive spurious TSSs sites into two groups based on the degree of increase in spurious transcription initiation compared with wild-type, “Top” (large increase in DKO compared with E14) and “Bottom” (small increase in DKO compared with E14), using TP10M of each CAGE peak (Figure 4C). There are significantly higher levels of initiating Pol II Ser5P, nascent RNA transcription, and H3K9ac at Top sites compared with Bottom sites (Figure 4D). This suggests that increased histone acetylation upon PWWP2A/B loss correlates with increased initiation and transcription from spurious sites, and the degree of change correlates with sensitivity to PWWP2A/B loss. In parallel we performed the same analysis for DNMT3B-sensitive spurious TSSs and found that spurious sites more (Top) or less (Bottom) sensitive to DNMT3B loss did not show differences in the level of initiating Pol II, nascent RNA production, or histone acetylation (Figures 4E, 4F, S6C, and S6D). These features, which explain sensitivity to PWWP2A/B loss, do not explain differences between spurious sites arising from DNMT3B depletion.

In summary, our analysis of the chromatin environment at spurious TSSs show that these spurious initiation sites show increased recruitment of initiating Pol II Ser5P, elevated levels of nascent transcription, and histone acetylation relative to the surrounding background. Additionally, upon PWWP2A/B loss, increased levels of spurious initiation are correlated with elevated histone acetylation and increased engaged RNA Pol II Ser5P and nascent transcription compared with wild-type. Although PWWP2A/B appears to regulate spurious transcription initiation at the level of histone acetylation and recruitment of initiating Pol II Ser5P, the DNMT3B pathway may regulate spurious initiation through altering binding of DNA-methylation sensitive factors (as discussed in Neri et al., 2017).

## Discussion

Transcription initiation is a highly coordinated process that establishes accurate patterns of gene expression and ensures the production of functional transcripts. Here we describe how cross talk between two epigenetic pathways H3K36me3 and histone acetylation suppresses spurious transcription initiation from the gene bodies of active genes. H3K36me3 is deposited co-transcriptionally with the elongating RNA Pol II and exclusively marks the gene bodies of actively transcribed genes (Kizer et al., 2005). Acetylation of H3K9 and H3K27 is enriched at active promoter regions and regulates RNA Pol II initiation and pause release (Gates et al., 2017; Stasevich et al., 2014). Here we describe a pathway in metazoans, in which H3K36me3 recruitment of the PWWP2A/B HDAC complex represses spurious transcription initiation from the gene bodies of actively transcribed genes. This prevents RNA Pol II from initiating at cryptic promoters within coding regions and the production of aberrant transcripts, which could be harmful to cellular homeostasis.

PWWP2A/B binds H3K36me3 through a C-terminal PWWP domain, a module present in many other H3K36me3-binding proteins (Qin and Min, 2014; Vermeulen et al., 2010; Vezzoli et al., 2010; Wen et al., 2014). Previously we and others showed that PWWP2A/B forms a stable complex HDAC1/2 and MTA1/2/3 (Link et al., 2018; Zhang et al., 2018). In this study, we find that loss of PWWP2A/B in mESCs leads to increases in the level of spurious transcription initiation, especially over intragenic gene body regions.

Similar to studies in *S. cerevisiae*, we find that, although spurious transcripts are lowly expressed, they are highly prevalent in number within gene bodies in mESCs (Lu and Lin, 2019; Neil et al., 2009). Spurious initiation sites contain some core promoter elements like the GC box, DCE, and ETS motifs but are far less enriched for these motifs than canonical eukaryotic promoters (Haberle and Stark, 2018; Hollenhorst et al., 2004; Lee et al., 2005; Roy and Singer, 2015). Additionally, spurious initiation sites also lack the high GC and CpG island content associated with eukaryotic promoters (Deaton and Bird, 2011; Haberle and Stark, 2018; Roy and Singer, 2015). The vast majority of spurious transcription initiate from highly expressed genes, and these sites are marked by initiating Pol II Ser5P, which increases further upon PWWP2A/B loss. The increased level of spurious transcripts at highly expressed genes may reflect increased levels of hyperacetylation, increased chromatin accessibility and nucleosome turnover, and a high local concentration of coactivators and transcriptional machinery, which together lead to binding and initiation of RNA Pol II within intragenic sites. Our data support the model where promiscuous initiation by Pol II occurs more frequently at highly expressed genes and that spurious transcription initiation is an inevitable by-product of transcription (Wade and Grainger, 2018). Multiple mechanisms besides the H3K36me3-HDAC pathway have been found to play a role in countering spurious initiation and the production of spurious transcripts (Gouot et al., 2018; Neri et al., 2017; Scandaglia et al., 2017), with intragenic DNA methylation by DNMT3B as another pathway downstream of H3K36me3 that suppresses spurious transcription initiation.

We find that loss of the PWWP2A/B HDAC complex has a different profile than loss of DNMT3B, and PWWP2-sensitive and DNMT3B-sensitive spurious TSSs are largely non-overlapping. The only features common to both pathways was that intragenic spurious transcription initiate predominantly from the highly expressed genes. Our data suggest that PWWP2A/B suppresses transcription initiation through regulating histone acetylation and Pol II initiation, whereas DNA methylation may regulate the binding of methylation-sensitive TFs to suppress initiation at intragenic sites. Although PWWP2A/B loss leads to increased levels of initiation from pre-existing intragenic sites found in mESCs, loss of DNMT3B leads to redistribution of sites from which spurious transcripts initiate. It appears that in mammalian organisms these two epigenetic mechanisms cooperate downstream of H3K36me3 to control transcription fidelity by ensuring that initiation occurs predominantly at strong promoter regions and is actively suppressed from intragenic regions.

### Limitations of the Study

There are two points that are outside the scope of this study and will require more experimental work to fully elucidate, these being whether PWWP2A and PWWP2B have redundant functions and the role of the PWWP2A/B-HDAC complex at intergenic regions.

1. Overlapping and paralog-specific differences of PWWP2A and PWWP2B

In this work, we used mESCs where both the Pwwp2a and Pwwp2b genes have been knocked out. Our justification for using the double knockout comes from biochemical characterization of the complex in our previous work (Zhang et al., 2018), which shows that two copies of PWWP2A bind to the MTA1-dimer (stoichiometry of 2:2), PWWP2A and PWWP2B can coexist in the same complex, and the PWWP domains have the same affinity for H3K36me3. However, despite high sequence conservation, there are differences in the domain composition of the two paralogs (see Figure S7) with PWWP2B lacking the N-terminal proline-rich region present in PWWP2A. Both paralogs are expressed in mESCs but could have differences in tissue-specific expression and functions. Further work is needed to address whether there are paralog-specific differences in this family of proteins.

2. Intergenic regions that show sensitivity to PWWP2A/B loss

Our characterization of spurious transcription initiation focused predominantly on intragenic spurious TSSs, which were sensitive to PWWP2A/B deletion. Although intragenic spurious TSSs were much more sensitive to loss of PWWP2A/B, some intergenic spurious TSSs were also induced. These intergenic sites are not enriched for H3K36me3, so we cannot subscribe these events to H3K36me3-mediated recruitment of PWWP2A/B. Aside from the H3K36me3-binding PWWP domain, there is a H2A.Z-binding domain, which could recruit PWWP2A/B to chromatin, but whether this could explain intergenic spurious TSSs events remains to be examined.

### Resource Availability

#### Lead Contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the corresponding author, Tianyi Zhang ().

#### Materials Availability

Materials and protocols used in this study are available from the authors upon request. This study did not generate new unique reagents.

#### Data and Code Availability

CAGE-seq and processed bigwig files generated in this study have been deposited in Gene Expression Omnibus (GEO) under GSE148382. Code used in this study has been deposited in github, https://github.com/guifengwei/PWWP2-CAGE-seq.

## Methods

All methods can be found in the accompanying Transparent Methods supplemental file.

# Supplementary material for: The PWWP2A Histone Deacetylase Complex Represses Intragenic Spurious Transcription Initiation in mESCs
**Source:** iScience. 2020 Oct 29;23(11):101741. doi: 10.1016/j.isci.2020.101741
**Supplement:** Document S1. Transparent Methods and Figures S1–S7

iScience, Volume 23

## **Supplemental Information**

### **The PWWP2A Histone Deacetylase Complex Represses Intragenic Spurious Transcription Initiation in mESCs**

**Guifeng Wei, Neil Brockdorff, and Tianyi Zhang**

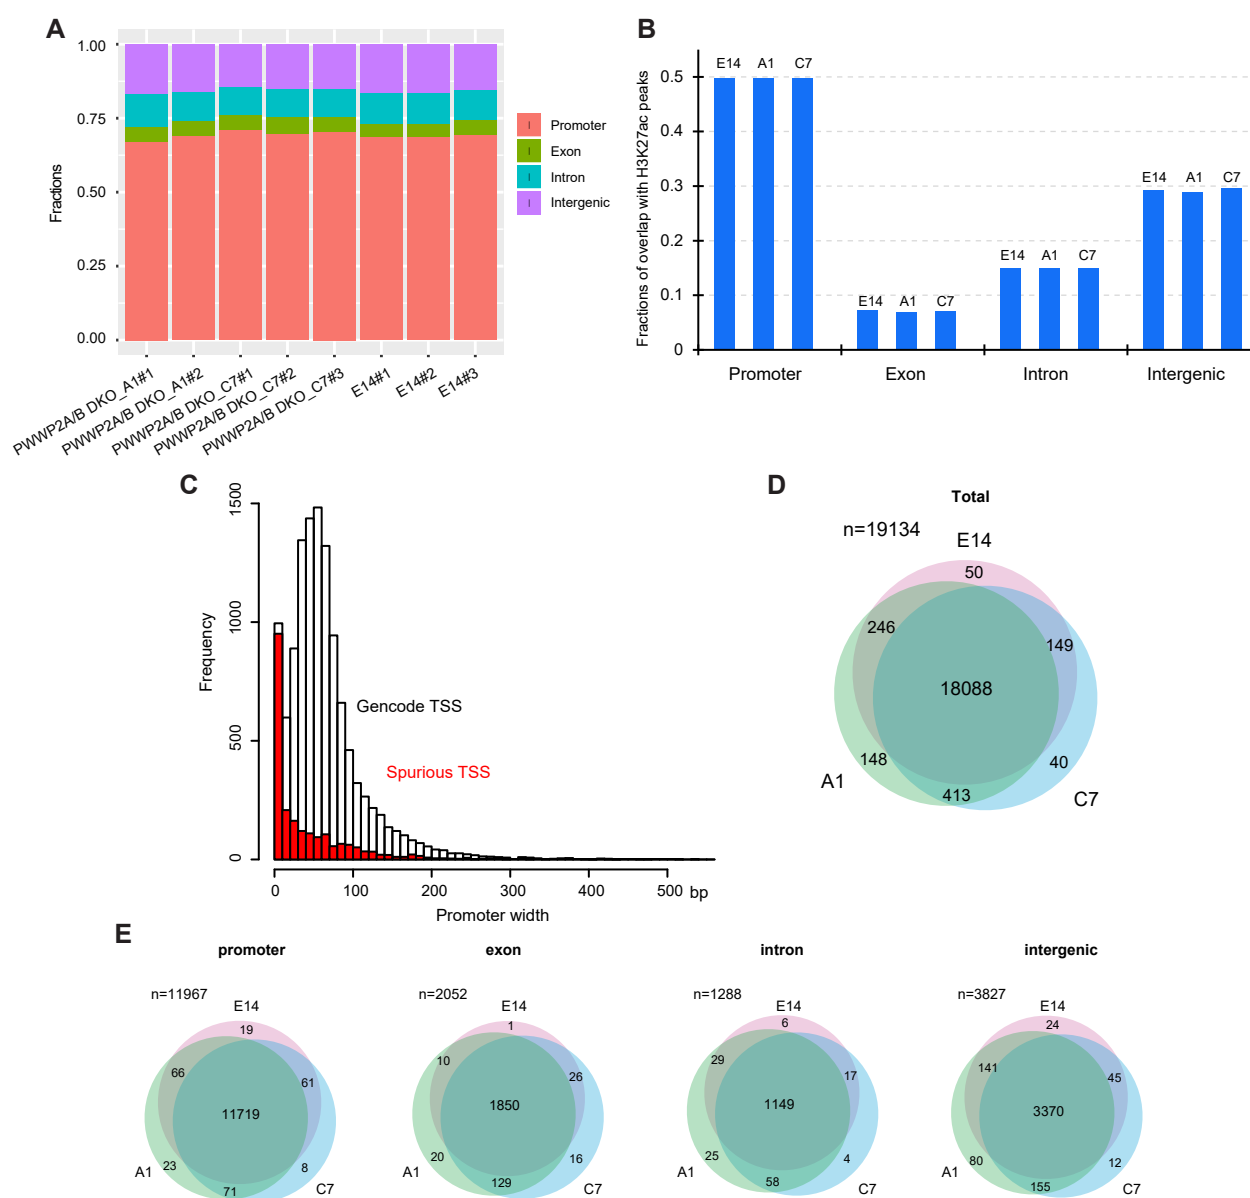

**Figure S1. Annotation of CAGE-seq reads to GENCODE genomic features, related to Figure 1.**

(A) Fraction of CAGE-seq reads in promoter, exon, intron, and intergenic regions in E14 wildtype and in *Pwwp2a/b* DKO mESC lines A1 and C7. Also see Table S1.

(B) The fraction of consensus TSS from all the categories that overlap with H3K27ac-seq peaks in mESC for E14 and *Pwwp2a/b* DKO lines.

(C) Histogram shows the width distribution for Gencode annotated TSSs (n=11967) and Spurious TSSs (n=2146) respectively. See also Table S2.

(D-E) Venn diagrams show the overlap of CAGE peaks (TP10M>1) between wildtype E14 and *Pwwp2a/b* DKO lines. All CAGE peaks are shown in (D) and peaks present in promoter, exonic, intronic, and intergenic sequences are shown separately in (E).

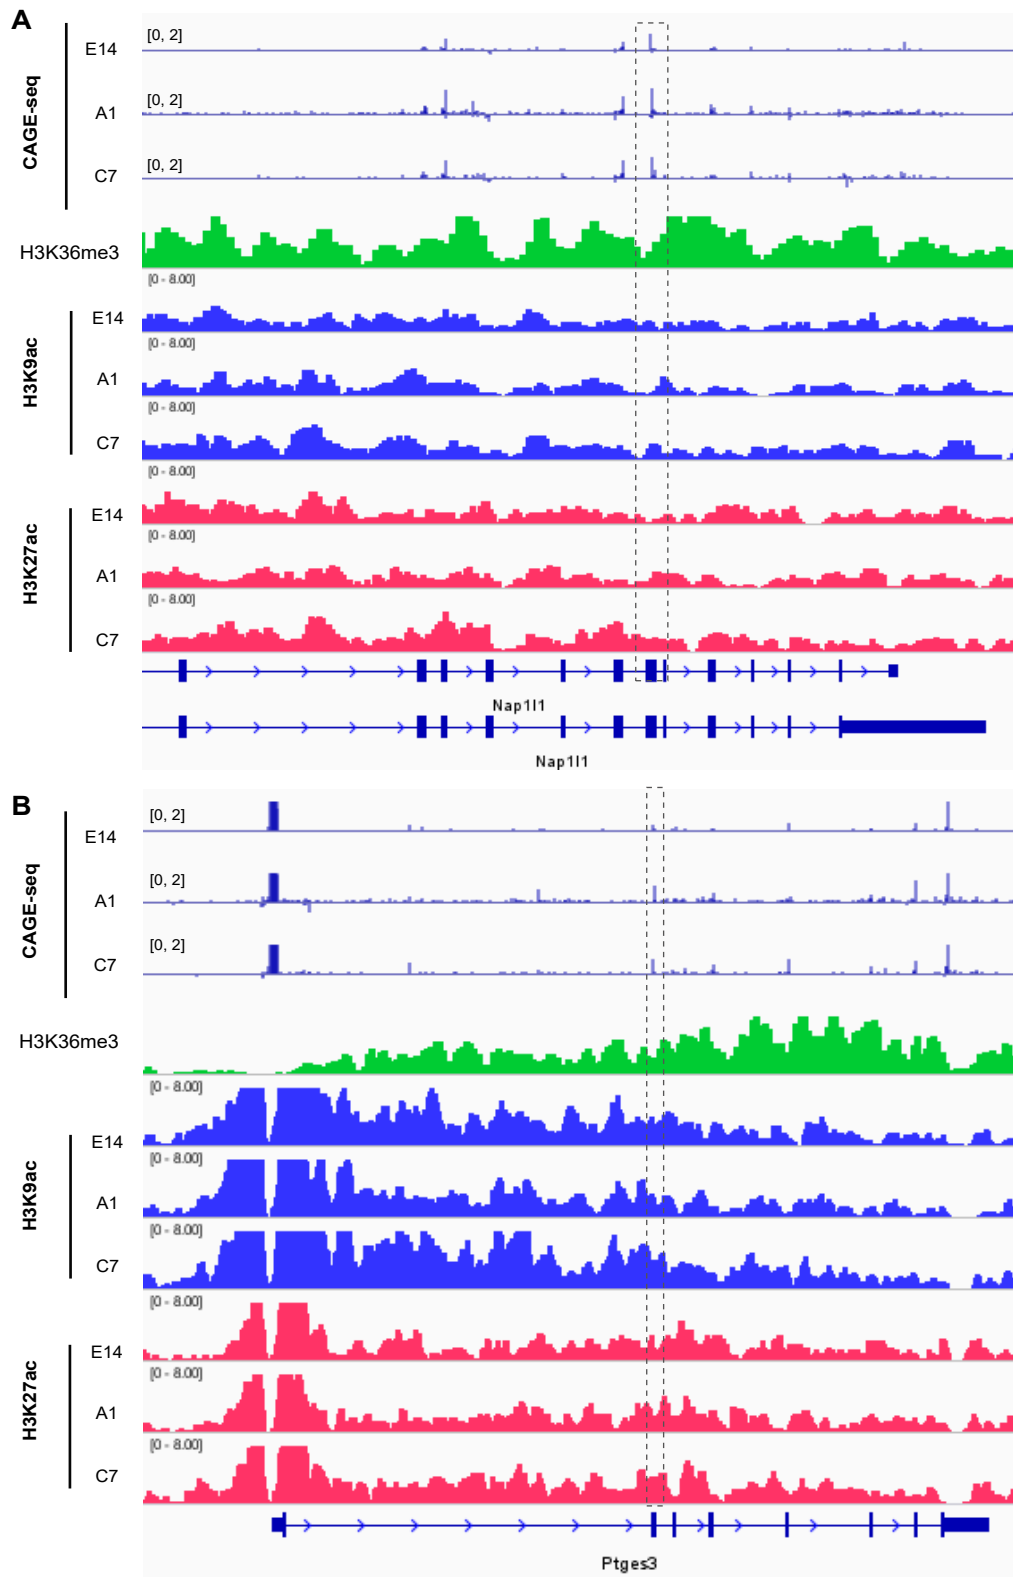

**Figure S2. Chromatin landscape at representative PWWP2-sensitive spurious TSSs, related to Figure 1.**

(A-B) IGV browser view of the profiles for CAGE, H3K36me3, H3K9ac, and H3K27ac data in E14 (WT) cells and *Pwwp2/b* DKO cells. 

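Nap1l1, on the plus strand of chromosome 10 of mm10 from 111473223 to 111498150, had 5 exonic or intronic tag clusters in each of the 3 lines, but 8 with a promoter window of 100 bp and 0 with 1000 bp. At the exonic cluster from 111493369 to 111493376, the dominant TSS was at 111493375 in all lines, and the paper's Table S2 gives 13.4 TP10M in E14, 21.2 in A1 and 16.5 in C7 for the overlapping site. The transcript reads CAGAAACACAAGGGGCGTGG before this TSS and GACAGTTCGTACTGTGACTAA from it. Ptges3, on the plus strand of the same chromosome from 128058954 to 128077272, had 4 exonic clusters in each line. The cluster from 128068706 to 128068708 is in coding sequence in exon 2, with the paper's values at 5.07 TP10M in E14, 8.85 in A1 and 9.35 in C7. The paper listed these sites because it called them Up in both clones, so their rise is given by that selection.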

Dashed box indicates the representative intragenic spurious TSS at (A) *Nap111* locus and (B) *Ptges3* locus. Same type of data is adjusted to same scale.

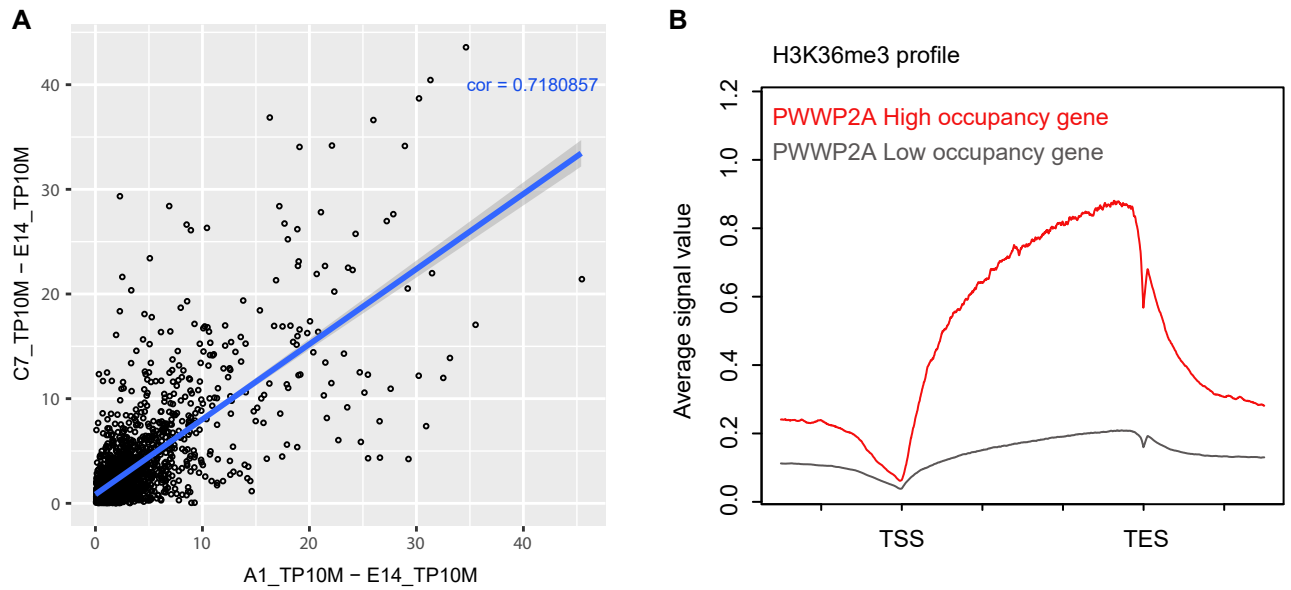

**Figure S3. Correlation of CAGE-seq in between *Pwwp2a/b* lines, related to Figure 2.**

(A) Correlation of the PWWP2-sensitive intragenic spurious TSS between *Pwwp2a/b* DKO clones A1 and C7 (excluding the extreme outliers) with the correlation score at top right. Pearson correlation was calculated based on non-log-transformed values. The dashed blue line indicates the linear regression. (B) Metaprofile of H3K36me3 level at high (red) and low (grey) PWWP2A occupancy genes as defined by ChIP-seq (Zhang et al. 2018).

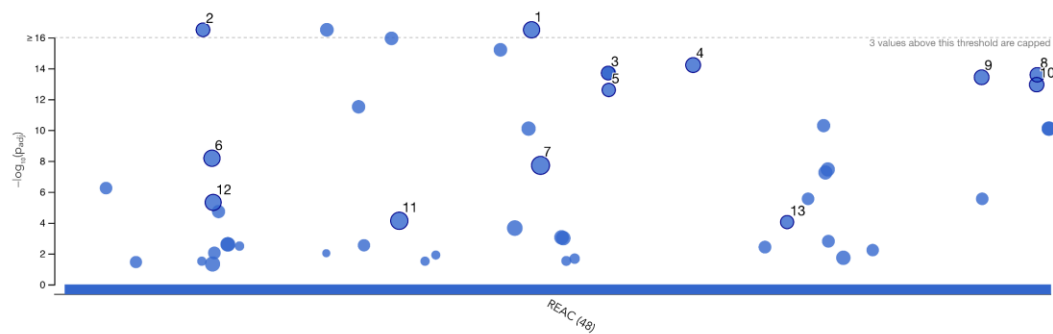

| ID | Source | Term ID            | Term Name                                                                    | Padj (query_1)          |
|----|--------|--------------------|------------------------------------------------------------------------------|-------------------------|
| 1  | REAC   | REAC:R-MMU-8953854 | Metabolism of RNA                                                            | $2.264 \times 10^{-34}$ |
| 2  | REAC   | REAC:R-MMU-72737   | Cap-dependent Translation Initiation                                         | $2.563 \times 10^{-17}$ |
| 3  | REAC   | REAC:R-MMU-975957  | Nonsense Mediated Decay (NMD) enhanced by the Exon Junction Complex (EJC)    | $2.003 \times 10^{-14}$ |
| 4  | REAC   | REAC:R-MMU-72203   | Processing of Capped Intron-Containing Pre-mRNA                              | $6.092 \times 10^{-15}$ |
| 5  | REAC   | REAC:R-MMU-975956  | Nonsense Mediated Decay (NMD) independent of the Exon Junction Complex (EJC) | $2.490 \times 10^{-13}$ |
| 6  | REAC   | REAC:R-MMU-1640170 | Cell Cycle                                                                   | $6.640 \times 10^{-9}$  |
| 7  | REAC   | REAC:R-MMU-392499  | Metabolism of proteins                                                       | $1.924 \times 10^{-8}$  |
| 8  | REAC   | REAC:R-MMU-72163   | mRNA Splicing - Major Pathway                                                | $2.592 \times 10^{-14}$ |
| 9  | REAC   | REAC:R-MMU-72766   | Translation                                                                  | $3.779 \times 10^{-14}$ |
| 10 | REAC   | REAC:R-MMU-72172   | mRNA Splicing                                                                | $1.135 \times 10^{-13}$ |
| 11 | REAC   | REAC:R-MMU-74160   | Gene expression (Transcription)                                              | $7.462 \times 10^{-5}$  |
| 12 | REAC   | REAC:R-MMU-69278   | Cell Cycle, Mitotic                                                          | $4.826 \times 10^{-6}$  |
| 13 | REAC   | REAC:R-MMU-450531  | Regulation of mRNA stability by proteins that bind AU-rich elements          | $9.060 \times 10^{-5}$  |

**Figure S4. Biological pathways enrichment analysis, related to Figure 2.**

Genes harbouring spurious transcription initiations were used for Gene Ontology enrichment analysis with online tools g:Profiler. Representative biological pathways and adjust p-values from Reactome are shown.

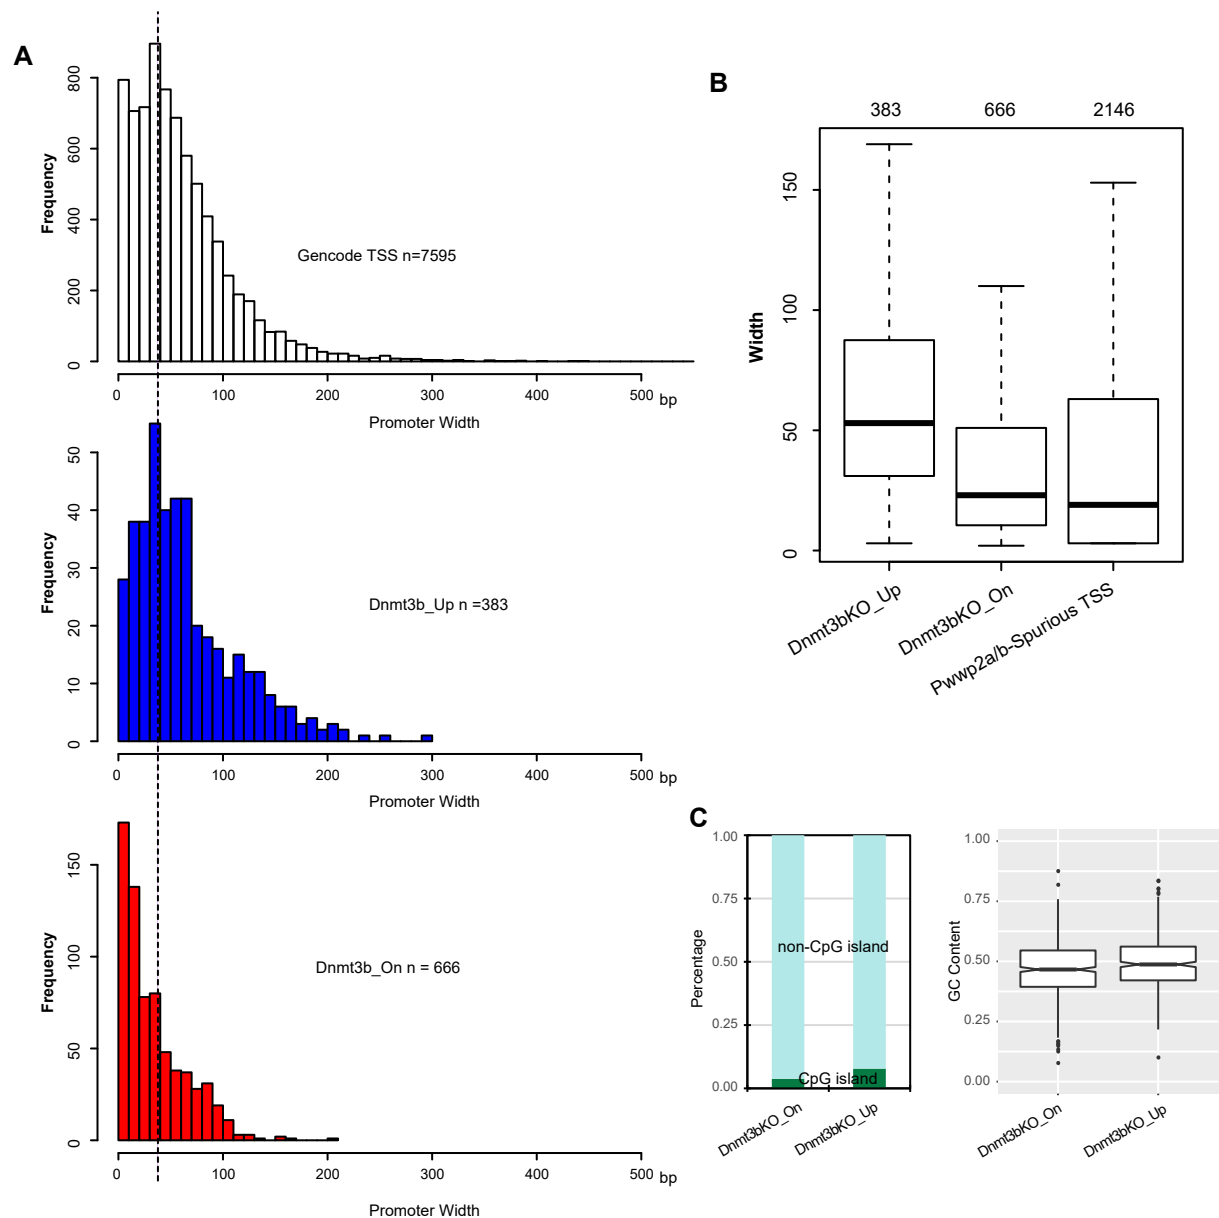

**Figure S5. Width distribution and sequence content of DNMT3B-sensitive spurious TSSs, related to Figure 3.**

(A) Histograms show width of consensus TSS called from DECAP-seq by CAGER pipeline. Top panel – Gencode annotated TSSs, middle panel – Dnmt3bKO UP TSSs, and bottom panel – Dnmt3bKO On TSS. TSS numbers are indicated and the dashed line shows the median width in Gencode TSSs. See also Table S3.

(B) Boxplot shows the TSS width comparison in Dnmt3bKO\_Up, Dnmt3bKO\_On, and PWWP2-sensitive Spurious TSSs. TSS numbers are shown on the top. Boxes indicate the median and IQRs, with whiskers indicating 1.5× the IQR, outliers are not shown.

(C) Percentage of Dnmt3bKO\_On and Up TSSs that lie within a CpG island (Left), and their GC content (Right).

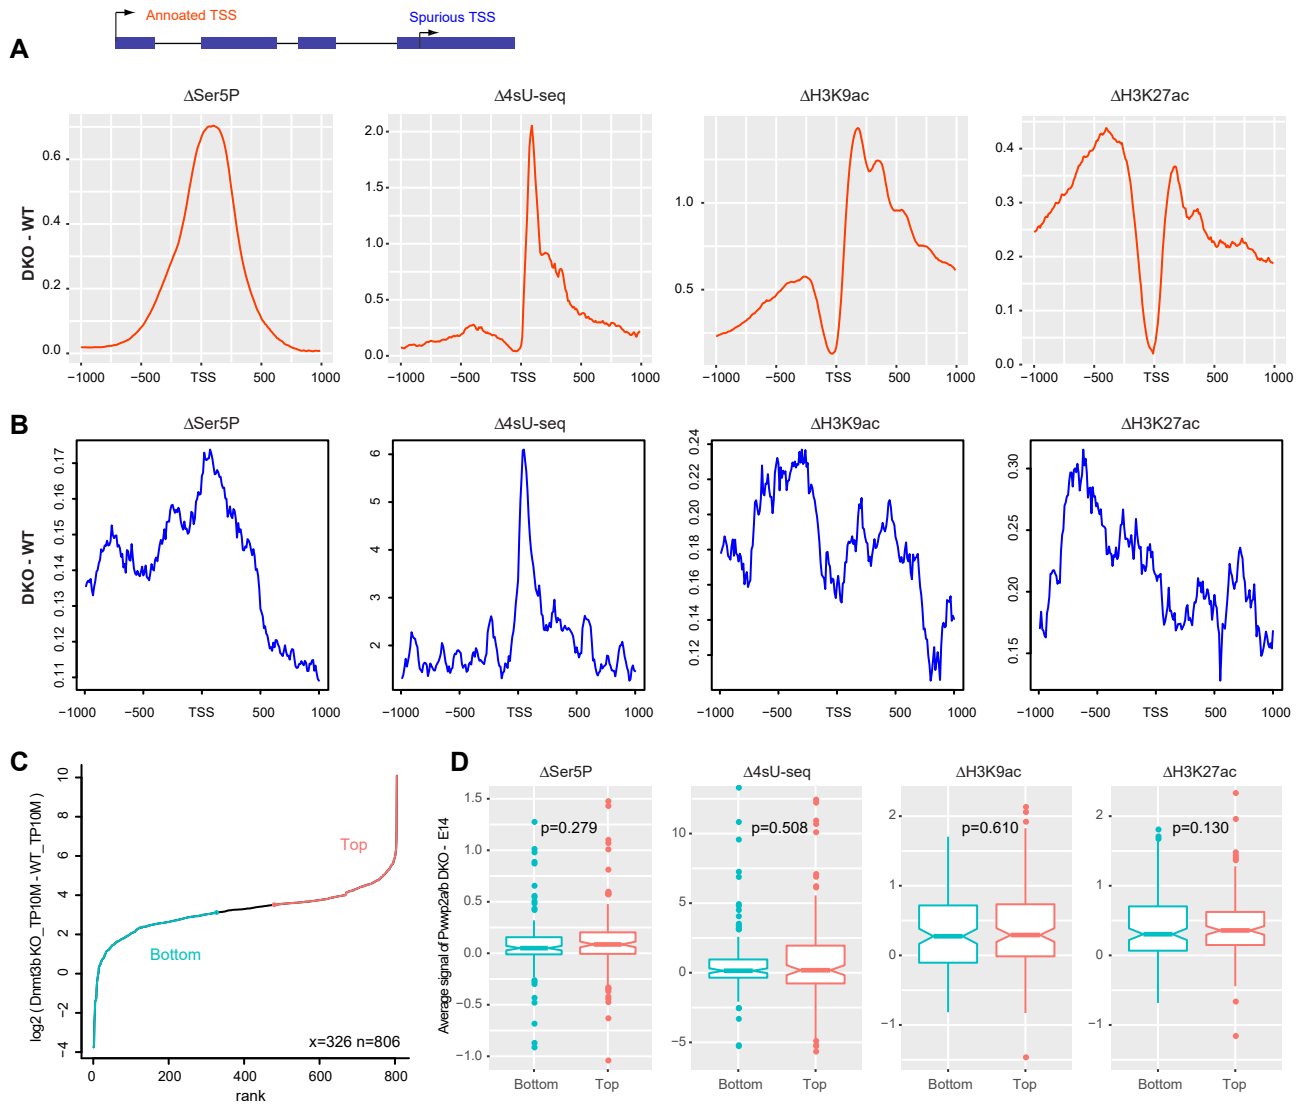

**Figure S6. Changes of chromatin signatures and nascent transcription around PWWP2-sensitive spurious TSSs or DNMT3B sensitive spurious TSSs, related to Figure 4.**

(A-B) Metaprofile of Pol II Ser5P, 4sU, H3K9ac, and H3K27ac of *Pwwp2a/b* DKO - E14 signal at the 1000 bp flanking annotated TSS (red) (A) and spurious TSSs (blue) (B), which all show a signal > 0 indicating greater occupancy in *Pwwp2a/b* DKO compared to E14.

(C-D) Same as Figure 4E,F but use the top and bottom 326 Dnmt3bKO\_On and \_Up spurious TSSs, matching the number in Figure 4C,D. In Figure 4C,D and 4E,F, the proportion is matched.

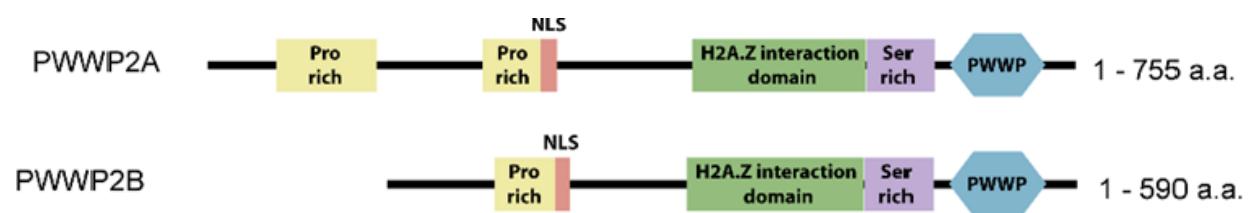

**Figure S7. Domain composition of PWWP2A and PWWP2B, related to Figure 1 and Limitations of this study.**

## TRANSPARENT METHODS

### Cell culture

Wildtype E14 and *Pwwp2a/b* DKO mouse embryonic stem cells were grown in Dulbecco's Modified Eagle Medium (DMEM, from Life Technologies) supplemented with 10% foetal calf serum (Seralab), 2 mM L-glutamine, 1X non-essential amino acids, 50  $\mu$ M  $\beta$ -mercaptoethanol, 50 g/mL penicillin/streptomycin (all from invitrogen) and 1000 U/mL of LIF in tissue culture dishes coated with PBS+1% gelatine. Cells were passaged using 0.05% trypsin-EDTA (Life Technologies) with 2% Chicken Serum (Life Technologies) and frozen in FCS +10% DMSO.

### Nuclear RNA extraction

For the extraction of nuclear RNA, cells were lysed for 5 minutes on ice in lysis buffer (20 mM Tris pH 7.5, 150 mM NaCl, 5% glycerol, 0.5% NP-40, 1x protease inhibitor) then centrifuged at 2000 rpm to pellet nuclei. The nuclei were washed once in cold PBS then directly lysed in Trizol followed by standard RNA extraction. Nuclear RNA was prepared in biological replicates for wildtype and *Pwwp2a/b* DKO lines as the input RNA for CAGE-seq.

### CAGE-seq library construction

Libraries for all samples (3 replicates for wildtype E14, 3 replicates for *Pwwp2a/b* DKO clone C7, and 2 replicates for DKO clone A1) were prepared using the nAnT-iCAGE-seq kit purchased from cage-seq.com. Briefly, 5  $\mu$ g of nuclear RNA for each sample was primed (random primers) and reverse transcribed to cDNA, followed by biotinylation of and capture of the 7-methylguanosine cap of all RNA Polymerase II transcripts. Adapters containing 3bp barcodes were ligated and samples were purified and multiplexed. As the nAnT-iCAGE-seq protocol involves no PCR amplification step, the multiplexed pool was quantified by HS DNA qubit denatured and loaded into the Illumina NextSeq 500 for single end 80bp sequencing.

### CAGE-seq data analysis

Barcodes were extracted from pooled single-end RNA-seq reads and moved to the header line. The resulting fastq files were demultiplexed using the 3-letter barcodes, and then mapped to mm10 genome by STAR (v2.4.2a) (Dobin et al., 2013) with default parameters expect (`--outWigType bedGraph read1_5p --outFilterMultimapNmax 1 --outFilterMismatchNmax 4 --seedSearchStartLmax 15 --alignEndsType EndToEnd`). Only uniquely mapped reads were kept for further analysis. The

reads mapping summary for each sample are listed in Supplementary Table 1. CAGEr (1.28.0) (Haberle et al., 2015) was employed for CAGE-seq data analysis, including TSS detection, clustering, aggregation, promoter width (qLow=0.1 and qUp=0.9), and quantification (See attached codes). The CAGE-seq libraries were normalized (powerLaw) and TP10M (tags per million) scores were calculated as 10 million mapped reads in this study. TSS clusters shorter than 20bp from same strand were further aggregated to consensus peaks across replicates. 

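Neighbouring tag clusters on the same strand were at least 20 bp apart in each line as deposited, with a median gap of 14697 bp in E14.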

GENCODE vM22 (comprehensive annotation) were used to annotate all CAGE peaks into four groups: promoter (Gencode), exonic, intronic, and intergenic. CAGE peaks were also compared for overlap with ATAC-seq and H3K27ac (high at promoters and enhancers). Differential expression analysis comparing CAGE expression in *Pwwp2a/b* DKO vs wildtype was performed for all TSSs, and classified as upregulated or downregulated (Brocks et al., 2017). To obtain the list of PWWP2-sensitive TSSs (n=2146), exonic and intronic sites were combined and sites potentially corresponding to eRNAs (sites which overlap with ATAC and H3K27ac peaks) were removed. Intragenic spurious sites which are not consistently upregulated in *Pwwp2a/b* DKO were regarded as PWWP2-insensitive spurious TSS (n=1108). The CAGE-seq overlap among samples in different groups (Figure S1D,E) were performed by comparing TSSs with TP10M>=1. Gene expression group were calculated from wildtype E14 RNA-seq and gene sets with high or low PWWP2A occupancy were obtained from previous ChIP-seq study (Zhang et al., 2018). CpG island annotation was retrieved from mm10 UCSC genome browser. The detailed scripts used for CAGE-seq analysis are available.

CAGE-seq mapped reads were split into positive and negative strands according to the flag filed in BAM file with Samtools (1.3) (Li et al., 2009), and then visualized in UCSC or IGV genome browser. Gene Ontology enrichment analysis of genes harbouring spurious TSSs from *Pwwp2a/b* DKO cells were performed using online tools g:Profiler (Raudvere et al., 2019). Bedtools (2.25.0) (Quinlan and Hall, 2010) were used to annotate TSSs detected from CAGE-seq. Annotated TSSs and PWWP2-sensitive spurious TSSs that are 2kb away from annotated TSS were taken for metagene profile, and DANPOS2 (Chen et al., 2013) was used for metagene profile with parameters setting (`--flank_up 1000 --flank_dn 1000 --heatmap 1 --bin_size 10 --excludeP 0.005`). Homer software (Heinz et al., 2010) was used to calculate motif enrichment. For discovery of motifs enriched in spurious TSS or annotated TSS compared to background, the 200bp (100nt upstream + 100nt downstream) region flanking spurious or annotated TSS were extracted as input, and random 200bp genomic sequence matched for GC content were served as background (`findMotifs.pl promoter.fa mouse output_dir -fasta random.fa`). For discovery of motifs enriched in spurious TSS over annotated TSSs, 200bp regions flanking spurious TSSs were used as input and 200bp regions flanking annotated TSSs were used as background (`findMotifs.pl spurious.promoter.fa mouse`

*output\_dir -fasta annotated.promoter.fa*). R (3.6) package ggplot2 (3.2.1), dplyr (0.8.4), pheatmap (1.0.12), and beanplot (1.2) were used for statistics analysis and plot.

#### Reanalysis of *Dnmt3b* KO DECAP-seq and comparison with *Pwwp2/b* DKO data

The same CAGEr and gene expression group categorisation pipeline was applied to the DECAP-seq data generated from wildtype and *Dnmt3b* KO mESCs in the Neri et al. study, retrieved from GSE72854 (Neri et al., 2017). DECAP peaks were categorised as annotated promoter-TSS, exonic, intronic, or intergenic. DECAP peaks detected in wildtype cells were overlapped with DECAP peaks in *Dnmt3b* KO cells and sorted into four states as described in the Neri et al. study – “On”: peaks present only in KO, “Off”: peaks present only in wildtype, Up: upregulated in KO, and Down: downregulated in KO. *Dnmt3b*KO\_Up and \_On TSSs which overlapped neither with ATAC nor H3K27ac peaks were merged for meta-analysis, and only TSSs which are 2kb away from annotated TSSs and 100bp away from PWWP2-sensitive TSSs were taken for analysis. Intersection and distance between DNMT3B-sensitive and PWWP2-sensitive spurious TSSs were calculated using Bedtools (2.25.0) (Quinlan and Hall, 2010).

#### Public data sets used in this study

ATAC-seq for XY mESCs is from GSM2247119, H3K27ac and H3K36me3 ChIP-seq in E14 cells is from mouse ENCODE ENCSR000CGQ and ENCSR253QPK respectively. 4sU-RNA-seq, PWWP2A, Pol Ser5, H3K9ac, and H3K27ac ChIP-seq are from GSE112114. DECAP-seq data for E14 and its derived *Dnmt3b* knockout are from GSE72854.

## Supplemental References

- Brocks, D., Schmidt, C.R., Daskalakis, M., Jang, H.S., Shah, N.M., Li, D., Li, J., Zhang, B., Hou, Y., Laudato, S., *et al.* (2017). DNMT and HDAC inhibitors induce cryptic transcription start sites encoded in long terminal repeats. *Nat Genet* 49, 1052-1060.
- Chen, K., Xi, Y., Pan, X., Li, Z., Kaestner, K., Tyler, J., Dent, S., He, X., and Li, W. (2013). DANPOS: dynamic analysis of nucleosome position and occupancy by sequencing. *Genome Res* 23, 341-351.
- Dobin, A., Davis, C.A., Schlesinger, F., Drenkow, J., Zaleski, C., Jha, S., Batut, P., Chaisson, M., and Gingeras, T.R. (2013). STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* 29, 15-21.
- Haberle, V., Forrest, A.R., Hayashizaki, Y., Carninci, P., and Lenhard, B. (2015). CAGER: precise TSS data retrieval and high-resolution promoterome mining for integrative analyses. *Nucleic Acids Res* 43, e51.
- Heinz, S., Benner, C., Spann, N., Bertolino, E., Lin, Y.C., Laslo, P., Cheng, J.X., Murre, C., Singh, H., and Glass, C.K. (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Mol Cell* 38, 576-589.
- Li, H., Handsaker, B., Wysoker, A., Fennell, T., Ruan, J., Homer, N., Marth, G., Abecasis, G., and Durbin, R. (2009). The Sequence Alignment/Map format and SAMtools. *Bioinformatics* 25, 2078-2079.
- Neri, F., Rapelli, S., Krepelova, A., Incarnato, D., Parlato, C., Basile, G., Maldotti, M., Anselmi, F., and Oliviero, S. (2017). Intragenic DNA methylation prevents spurious transcription initiation. *Nature* 543, 72-77.
- Quinlan, A.R., and Hall, I.M. (2010). BEDTools: a flexible suite of utilities for comparing genomic features. *Bioinformatics* 26, 841-842.
- Raudvere, U., Kolberg, L., Kuzmin, I., Arak, T., Adler, P., Peterson, H., and Vilo, J. (2019). g:Profiler: a web server for functional enrichment analysis and conversions of gene lists (2019 update). *Nucleic Acids Res* 47, W191-W198.
- Zhang, T., Wei, G., Millard, C.J., Fischer, R., Konietzny, R., Kessler, B.M., Schwabe, J.W.R., and Brockdorff, N. (2018). A variant NuRD complex containing PWWP2A/B excludes MBD2/3 to regulate transcription at active genes. *Nat Commun* 9, 3798.

How the deposited data were processed for this re-analysis (not part of the article)

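Capped 5' ends of nuclear RNA were sequenced by CAGE-seq in 3 E14, 2 Pwwp2a/b DKO clone A1 and 3 DKO clone C7 libraries. The authors demultiplexed the reads, mapped them to mm10 with STAR, kept unique alignments, merged the replicates of each line, normalized the counts of 5' ends by a power law and called tag clusters with CAGEr. The deposited values used here are positions of tag clusters. They are the start and end of each cluster, its dominant TSS, and the blocks of its interquantile region (quantiles 0.1 to 0.9). The paper states that processed bigwig tracks were deposited as well, and these were not used here. Every score in the deposited clusters is 0, so no expression value was used, and the comparison of higher against lower CAGE values that had been planned was not run. The minimum signal for a cluster is not named in the paper's text.

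From these positions, the number of clusters, their genomic category, their width and their overlap between lines were computed with Python 3.11.15, NumPy 2.4.6 and SciPy 1.17.1, and figures were drawn with Matplotlib 3.10.9. Categories were taken from GENCODE release M21, on the assembly GRCm38 that mm10 is built from, with a promoter window of 500 bp and the order promoter, exon, intron, intergenic. Overlap was at least 1 bp on the same strand. Shares have 95% Wilson intervals, which cover counting error only. Clusters within a line were not treated as replicates and no p-value was calculated across them. The functions for category and overlap were tested on simulated clusters placed at known positions, and recovered 2000 of 2000 categories and 1000 of 1000 overlaps.

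Reads per library were taken from the paper's Table S1, which lists from 13143564 to 31269186 uniquely mapped reads per library. Shares of reads per category were compared between E14 (n = 3) and DKO libraries (n = 5) with a two-sided exact permutation test of the means, the p being the doubled smaller tail, and for exons the p by absolute difference is given beside it. Its units were libraries and not cell lines, so its p-values do not measure the spread between lines of the same genotype. This comparison was chosen after the files had been seen, as were its alternatives. The list of PWWP2-sensitive sites in Table S2 was held only in part and was used for single sites. The bases around dominant TSSs in exons were read from GENCODE transcript sequences, which covered 96.8% of exonic E14 clusters. They covered 72.8% of promoter clusters, below the minimum of 80% set for such checks, so no promoter sequence result is given. GC content and CpG content, which need the genome sequence, were not analysed here.

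The genes named are those whose CAGE profile the paper shows, the knocked-out genes, the 5 genes with the most exonic clusters in E14, and the 5 with the largest gain in intragenic clusters, taken as the smaller gain of the 2 clones, with ties broken by name. The alternatives were the promoter window (100 and 1000 bp), the strand rule, the position used for a cluster, protein-coding transcripts only, a minimum interquantile width of 3 bp, other overlap and merging rules, and each clone alone. All but those for reads per library were set before the data were examined.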

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

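That tag clusters lay on the mitochondrial genome was known when their test was chosen, and no test here was chosen after the value it gave was seen.

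Tag clusters were present on the mitochondrial genome, which the paper does not discuss. E14 had 115, A1 116 and C7 116 such clusters. In E14, 51 lay on the plus strand and 64 on the minus strand, and together they covered 11265 bp. The highest number was 1.01 times the lowest, but the clusters show presence only and most cluster bounds are shared by the 3 lines, so a contamination of 1 line stays open. Uncapped or degraded mitochondrial RNA carried through cap capture, and nuclear copies of mitochondrial sequence, were not tested, and no biological explanation was tested.

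Of the 666 sites listed in the paper's Table S3 as present only in Dnmt3b KO cells (On), 81 (12.2%, 95% Wilson interval 9.89% to 14.9%) overlapped a tag cluster of wild-type E14, in an overlap that the paper does not report. The share was 12.2% in A1 and 12.0% in C7. The same sites shifted by 1000 bp were overlapped in 1.58% of cases, which argues against chance proximity without regard to exons. Such a shift can move a site out of its exon, so chance overlap within expressed exons stays open. For the 383 Up sites the E14 share was 35.8%, against 4.83% after the shift. The libraries behind the On sites came from another study and method, and a difference in depth or method between the studies was not tested and stays open.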

How the results depend on the processing

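The alternatives for reads per library were chosen after the data were seen, and all others before. Values are given for E14, A1 and C7 in that order. For each, the cause of the shift was not tested unless the setting itself gives it. The number of tag clusters kept within 1.5 times of its value in each line when narrow clusters or other chromosomes were left out, and the consensus number did so under both merging rules. With a promoter window of 100 bp, the shares were 49.6, 49.4 and 49.5% at annotated promoters, 20.0, 20.1 and 20.3% at exons, 11.0, 11.0 and 10.9% at introns and 19.4, 19.5 and 19.3% at intergenic sites. A window of 1000 bp gave 64.3, 64.1 and 64.3% at annotated promoters, 10.9, 11.0 and 11.0% at exons, 8.35, 8.37 and 8.29% at introns and 16.4, 16.6 and 16.3% at intergenic sites. Ignoring strand gave 65.2, 65.0 and 65.3% at annotated promoters, 15.0, 15.1 and 15.2% at exons, 11.4, 11.4 and 11.3% at introns and 8.42, 8.54 and 8.31% at intergenic sites. Protein-coding transcripts alone gave 51.7, 51.5 and 51.7% at annotated promoters, 14.3, 14.4 and 14.5% at exons, 10.1, 10.1 and 10% at introns and 23.9, 24.03 and 23.8% at intergenic sites. Clusters at least 3 bp wide by interquantile width gave 68.2, 67.7 and 68.0% at annotated promoters, 9.07, 9.27 and 9.16% at exons, 6.20, 6.22 and 6.18% at introns and 16.5, 16.8 and 16.6% at intergenic sites. The promoter share was the largest of the 4 in each of these settings, and any overlap of the whole cluster left each share within its 95% interval. A wider window takes clusters from the other categories by construction.

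The order of widths, promoters above exons and introns, held in each line under each setting. The whole cluster gave medians of 31, 31 and 31 bp at annotated promoters, 8, 7 and 8 bp at intergenic sites. The 100 bp promoter window gave 23, 23 and 24 bp at annotated promoters, 6, 6 and 6 bp at exons, 4, 4 and 4 bp at introns. The 1000 bp promoter window gave 19, 20 and 20 bp at annotated promoters. Leaving out clusters under 3 bp gave 23, 24 and 24 bp at annotated promoters, 12, 12 and 12 bp at exons, 11, 11 and 11 bp at introns, 10, 10 and 10 bp at intergenic sites.

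A reciprocal overlap of 50% gave 99.0% of E14 clusters in A1, 99.1% in C7, 98.5% of A1 clusters in C7 and 98.9% of C7 clusters in A1. The same dominant TSS gave 75.7% of E14 clusters in A1, 78.3% in C7, 73.9% of A1 clusters in C7 and 74.2% of C7 clusters in A1. An interquantile width of at least 3 bp gave 98.6% of E14 clusters in A1, 98.5% in C7, 97.8% of A1 clusters in C7 and 98.4% of C7 clusters in A1. Clusters within 20 bp and overlap of the interquantile regions left the 4 shares within their 95% intervals.

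Clusters of both DKO clones but not E14 outnumbered those of E14 alone at exons under each setting. With a reciprocal overlap of 50%, there were 43 against 9 at exons. With a promoter window of 100 bp, there were 24 against 25 at annotated promoters, 50 against 9 at exons. With strand ignored, there were 21 against 18 at introns, 24 against 16 at intergenic sites. With an interquantile width of at least 3 bp, there were 154 against 33 at annotated promoters, 70 against 6 at exons, 37 against 12 at introns, 126 against 8 at intergenic sites. With clone A1 alone, there were 93 against 103 at annotated promoters, 75 against 29 at exons, 47 against 26 at introns, 150 against 75 at intergenic sites. With clone C7 alone, there were 83 against 85 at annotated promoters, 82 against 24 at exons, 17 against 38 at introns, 73 against 99 at intergenic sites. A minimum width applied to each line's own interquantile region makes a cluster absent where its region is narrower in 1 line, and under it the excess appeared in all 4 categories. Taking 1 clone at a time counts clusters that the other clone lacks. Clone A1 alone had no excess at promoters, and clone C7 alone had none at promoters, introns or intergenic sites.

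A pyrimidine-purine step at exonic dominant TSSs was found in 5.26, 5.04 and 5.35% when limited to CA and in 16.3, 15.6 and 15.7% of clusters at least 3 bp wide. Within 100 bp, the DNMT3B On sites met clusters in 21.6, 21.5 and 21.5% and the Up sites in 43.1, 43.6 and 43.9% of cases. Among the genes named, 15 counts of intragenic clusters changed by more than 1.5 times with the promoter window and 81 did not. In each line, Hnrnpk had 7 with a window of 100 bp and 1 with 1000 bp, and Nap1l1 had 8 and 0. Myo10 had 15 in E14, 17 in A1 and 19 in C7 with 100 bp.

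For the share of reads per library, the exonic difference stayed positive in each alternative but depended on single E14 libraries. Leaving out 1 library at a time it ranged from 0.297 percentage points (without E14 replicate 2) to 0.640 (without E14 replicate 3), and the intronic difference from -0.782 (without A1 replicate 1) to -0.240 (without E14 replicate 2). These designs are too small to reach 0.05, since the smallest doubled exact permutation p they allow is 0.0571 or higher, so their p-values say nothing of its stability. In the same way, the promoter difference ranged from -0.443 to 0.506 percentage points and the intergenic one from -0.177 to 0.233. Both changed sign without E14 replicate 3 or A1 replicate 1, and the intergenic one also without A1 replicate 2. Without clone A1 the promoter, intronic and intergenic differences were 0.749, -0.906 and -0.372, and without clone C7 they were -1.32, 0.279 and 0.700. In these 3 categories the clones moved in opposite directions, which the pooled difference averages. With the replicate number as a block, the promoter difference was 0.0414, the intergenic difference -0.0187 and the exonic difference 0.458. The libraries share only a number, and no batch is stated for it.

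GC content, CpG-rich clusters and their alternatives were not run, since no genome sequence was used here. The comparison of CAGE values and the alternatives by replicate for clusters were not run, since the clusters are merged and carry no value. The bigwig tracks were not used for them. Leaving out a clone changes no value given per line. The A1 set has the fewest reads, which limits comparisons of its low clusters most.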

Differences from the paper's values

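The paper gives 19134 consensus peaks, and merging the deposited tag clusters within 20 bp gave 33324. Of the alternatives set before the data were examined, merging within 100 bp came within 1.5 times of the paper's number, with 26973, and merging on an overlap of at least 1 bp did not.

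The paper's Venn diagrams in Figure S1E, read by eye, count peaks over 1 TP10M, a limit that was not applied here. Peaks in both DKO clones and not in E14 number about 130 at exons, about 58 at introns, about 71 at promoters and about 160 at intergenic sites there, and the tag clusters here 40, 13, 40 and 55. Peaks of E14 alone number about 1 at exons, about 6 at introns and about 19 at promoters there, and here 5, 10 and 35. Of the alternatives, clone A1 alone came within 1.5 times of the intronic count, a promoter window of 1000 bp of the intronic count of E14 alone, and a window of 100 bp of the promoter count of E14 alone. For promoters in both clones, a reciprocal overlap of 50%, strand ignored and each clone alone did so, and for intergenic sites an interquantile width of at least 3 bp and clone A1 alone. No alternative did so for the exonic counts.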

Other observations

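The tests on exonic clusters found in both DKO clones, on identical bounds, on G bases and on exonic clusters 2 bp wide were chosen only after those results were seen.

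The bases just before the dominant TSS of exonic clusters were mostly G, which the paper does not report. In E14, G made up 60.6%, 81.3% and 71.8% of the bases at 3, 2 and 1 positions before the TSS. At least 2 of these 3 bases were G in 81.1% of exonic E14 clusters (3345 of 4123 with sequence). The base composition of the exons is argued against, since random positions in the same exons gave 16.0%. The genotype is argued against too, with 81.0% in A1 and 82.1% in C7. The share was 93.3% for E14 clusters up to 2 bp wide and 71.9% for those over 10 bp wide. It was 83.7% in coding sequence and 85.7% in 3' UTRs. Of the exonic clusters found in both DKO clones only, 36 of 38 had it in A1. A pyrimidine-purine step at the TSS was found at 10.6% of exonic E14 clusters, below the 20.2% at random positions. A step of library construction or barcode handling that favours G-rich 5' ends, and initiation or recapping at a G-rich motif, both stay open and were not tested.

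More exonic clusters were present only in both DKO clones than only in E14. A difference between any pair of lines, without regard to genotype, stays open. A ratio was taken, for A1 and C7, of exonic clusters missing from that line alone to clusters of that line alone. It was at most 0.686 under the main settings, with a promoter window of 500 bp. For A1 it rose to 0.857 with a window of 100 bp, and for C7 to 2.48 with an interquantile width of at least 3 bp. At intergenic sites the C7 ratio was 4.06 without that limit, and 7 at introns. A rise in all categories alike is argued against by promoters, with 1.14 DKO-only clusters per E14-only cluster against 8 at exons. With the width limit these ratios were 4.67 and 11.7, and 15.8 at intergenic sites. Sampling noise at lower depth stays open. A1, with the fewest reads, had 2.86 clusters of its own for each cluster of E14 alone, and depth and genotype cannot be told apart over 3 merged sets. The counts are small, the exonic clusters of both clones only and of E14 only had a median width of 1 bp, and an effect of the genotype stays open too.

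Of the clusters found in all 3 lines, 98.5% had the same start and end to the base. The share was 99.7% for clusters 1 to 2 bp wide and 97.1% for those over 100 bp wide. This is consistent with bounds set on the 3 lines together, under which a high overlap between lines is partly built in. The dominant TSS, in contrast, often differed.

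Within clusters of identical bounds, the dominant TSS differed between E14 and A1 in 23.8%, between E14 and C7 in 21.2% and between A1 and C7 in 25.3% of clusters. The genotype as the main source of these differences is argued against, since the clones differed from each other most. The interquantile region was wider than in E14 in 6461 clusters of A1 and narrower in 3249, and wider in 5901 and narrower in 3326 clusters of C7. The E14 set has the most reads, and no explanation of the widths was tested.

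Exonic dominant TSSs fell in the first 3 bases of an internal exon in 3.52% of E14 clusters, against 0.955% of random positions in the same exons, which argues against positions drawn evenly along exons. The share was 3.55% in A1 and 3.47% in C7. The random positions were not matched for the G bases found before exonic TSSs, so that preference stays open as a cause. Reads of spliced RNA cut at the junction and initiation at exon starts also stay open, and none of these was tested.

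Clusters 2 bp wide made up 15.2% in E14, 15.1% in A1 and 15.2% in C7. Whether an unencoded G at the cap adds 1 base upstream stays open. At promoters, transcript sequence reached only 72.8% of clusters. It reached 96.3% of the 1635 exonic E14 clusters 2 bp wide. There a pyrimidine-purine step was more frequent at the dominant base and the base after it (11.2%) than at the base before it and the dominant base (3.05%), the order that such a G would give. Both shares lay below those at random positions in exons (22.1% and 20.2%), so neither step marks an initiator, and their order does not decide.

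The largest gain in intragenic clusters in both clones was 2, at Gm47283, Myo10 and Zfp106. Zfp106 had 7 in E14 and 9 in each clone. A gain in both clones was found at 51 genes, and a loss in both at 17. Among the 48 genes whose smaller gain was 1, 6030442K20Rik and Afdn come first by name. Of the knocked-out genes, Pwwp2a kept its promoter cluster in all 3 lines, and Pwwp2b had no cluster in any line.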
